# IL-17A Increases Doxorubicin Efficacy in Triple Negative Breast Cancer

**DOI:** 10.3389/fonc.2022.928474

**Published:** 2022-07-18

**Authors:** Nicholas R. Hum, Aimy Sebastian, Kelly A. Martin, Naiomy D. Rios-Arce, Sean F. Gilmore, David M. Gravano, Elizabeth K. Wheeler, Matthew A. Coleman, Gabriela G. Loots

**Keywords:** triple negative breast cancer, doxorubicin, IL-17A, γδ T cells, chemoresistance, 4T1, single cell RNA seq

## Abstract

Due to lack of targetable receptors and intertumoral heterogeneity, triple negative breast cancer (TNBC) remains particularly difficult to treat. Doxorubicin (DOX) is typically used as nonselective neoadjuvant chemotherapy, but the diversity of treatment efficacy remains unclear. Comparable to variability in clinical response, an experimental model of TNBC using a 4T1 syngeneic mouse model was found to elicit a differential response to a seven-day treatment regimen of DOX. Single-cell RNA sequencing identified an increase in T cells in tumors that responded to DOX treatment compared to tumors that continued to grow uninhibited. Additionally, compared to resistant tumors, DOX sensitive tumors contained significantly more CD4 T helper cells (339%), γδ T cells (727%), Naïve T cells (278%), and activated CD8 T cells (130%). Furthermore, transcriptional profiles of tumor infiltrated T cells in DOX responsive tumors revealed decreased exhaustion, increased chemokine/cytokine expression, and increased activation and cytotoxic activity. γδ T cell derived IL-17A was identified to be highly abundant in the sensitive tumor microenvironment. IL-17A was also found to directly increase sensitivity of TNBC cells in combination with DOX treatment. In TNBC tumors sensitive to DOX, increased IL-17A levels lead to a direct effect on cancer cell responsiveness and chronic stimulation of tumor infiltrated T cells leading to improved chemotherapeutic efficacy. IL-17A’s role as a chemosensitive cytokine in TNBC may offer new opportunities for treating chemoresistant breast tumors and other cancer types.

## Introduction

The aggressiveness and lack of targetable receptors in triple negative breast cancer (TNBC) pose significant clinical challenges in treating this disease. Additionally, the frequent late-stage of diagnosis further complicates current therapeutic success. Standard of care for TNBC is a combination of surgery, radiation, and systemic chemotherapy, depending on genetic drivers and the severity of disease progression. Systemic, non-specific cytotoxic chemotherapy remains a common treatment approach, yet no clinically significant differences in efficacy have been established between neoadjuvant (prior to surgical intervention) or adjuvant (post-surgical) administration (1). Standard chemotherapeutic therapy is comprised of an anthracycline (doxorubicin, daunorubicin, epirubicin) and a taxane (paclitaxel, docetaxel) given in sequence to avoid excessive toxicity (2). Anthracyclines exhibit their efficacy *via* numerous established mechanisms of action; these include inhibition of topoisomerase II, DNA intercalation, and generation of reactive oxygen species (3). However, regardless of treatment, resistance to chemotherapy in TNBC is prevalent. Mechanisms of resistance include altered metabolism and upregulation of ATP-binding cassette transporters (4–6) and pose a significant challenge to patients as late stage TNBC has poor prognosis (up to 20% response rate) and very low median progression-free survival (~4.2 months) (7, 8).

The inability to effectively treat TNBC may in part be attributed to disease heterogeneity. Thus, innovative therapies focus on finding subtype-specific treatment regimens and determining subtype vulnerabilities that can be targeted and customized to the patient (9). Prior studies have shown that doxorubicin (DOX) therapy modulates both the cancer and the stromal cells found in the tumor microenvironment (TME), independently. For example, neutrophil exposure to anthracycline drugs resulted in the suppression of extracellular traps of DNA-protein complexes which may affect the cytotoxic and inflammatory response to DOX (10). Furthermore, regulation of neutrophil phenotypes (specifically down regulation of CD133 and CD309 *via* administration of berberine) has been shown to increase cancer cell sensitivity to DOX (11). Other myeloid lineages have also been implicated in altering chemotherapeutic efficacy, specifically DOX has been shown to stimulate proliferation of myeloid derived suppressor cells and subdue antitumor activity (12). In the TME, macrophages have been shown to decrease the localized response of DOX by filtering away the drug from cancer cells yet they can also potentiate the anti-cancer effects through activation and release of active DOX into the cancer cells (13). This stromal response can be further exploited as a potential stromal-modulating treatment in combination with alternative anticancer therapies. In fact, the immunomodulatory effect of DOX treatment increases the efficacy of adoptive T-cell transfer therapy in some breast cancer subtypes, when administered before immunotherapy (14). CD86 expression has also been shown to be upregulated in B cells that then enhance CD4+ T cell anti-cancer activity (15).

IL-17 is a proinflammatory cytokine that has previously been linked to several tumor behaviors. It is primarily secreted by T helper 17 (Th17) cells and innate lymphocytes [γδ T cells, natural killer (NK) cells, and innate lymphoid cells] (16) yet the receptor it binds to is broadly expressed across a variety of immune and non-immune cell types (17, 18). In multiple types of cancer, IL-17 expression has been correlated with tumor progression and is associated with poor prognosis in breast cancer (19) however, previous studies have also identified both pro- and anti- tumor function in the TME. Chronic IL-17 expression leads to a pro-tumor microenvironment through modulation of stromal cell types that increase angiogenesis and antitumor immunity (19). Yet upon exposure to chemotherapeutics, the presence of IL-17 appears to encourage anti-tumor effects (20). Furthermore, decreased efficacy of anthracyclines and oxaliplatin was observed in mouse fibrosarcoma allografts in IL-17A knockout mice, a phenotype that was rescued upon adoptive transfer of γδ T cells with normal IL-17 production (21). In breast adenocarcinomas a similar correlation was observed in which optimal DOX therapeutic efficacy was found to require IL-17, in mice (22). Correlation with increased efficacy was also observed in gastric cancer patients (20). IL-17’s proinflammatory role in combination with chemotherapy has been implied to aide in recruitment of antitumor cytotoxic T cells, however, specific mechanisms of action remain to be elucidated (21).

To advance our understanding of emergent drug resistance and develop novel approaches for overcoming it, this study examined the altered stromal composition and behavior of cells residing in the TNBC TME to determine molecular and cellular drivers of DOX treatment response. To recapitulate clinical relevance in an immune competent animal model, 4T1 murine cancer cells were injected into the mammary fat pad of BALB/c mice to generate syngeneic tumors. These tumor bearing mice exhibit a range of responses to a 7-day dosing regimen with DOX ranging from suppressed to unaltered tumor growth. Further examination of the TME identified a significant increase in the absolute number of T cells in chemo-responsive, DOX-sensitive tumors. T cell subtypes with increased cytokine secretion and decreased exhaustion were found to be more prevalent in DOX -sensitive relative to -resistant tumors. Specifically, we found a significant increase in IL-17A+ CD8 T cells in DOX-sensitive tumors and these lymphocytes may exert effects on several TME cell types. *In vitro* analysis of IL-17’s activity directly on cancer cells showed anti-tumor effects by increasing tumor responsiveness to DOX upon co-administration with recombinant IL-17A. In response to IL-17A and DOX, 4T1 cells increased cytokine signaling and cell cycle dysfunction while decreasing DOX-induced stimulation of immune response genes which may contribute to T cell exhaustion. This study demonstrates the effects of the TME on doxorubicin response in TNBC and identifies IL17+ T cells as a potential prognostic marker or therapeutic target for improved chemotherapeutic efficacy.

## Materials and Methods

### Cell Culturing and Allograft Generation

4T1-Thy1.1 cell line, referred to as 4T1 throughout the manuscript, (a gift from Dr. Julian Lum) (23) was used in all allograft and *in vitro* experiments. 4T1 cells were cultured in RPMI Medium 1640 containing 10% FBS with 100,000 U/L of penicillin and 100 mg/L of streptomycin at 37°C with 5% CO_2_. Female mice (8-10 weeks old) NOD.*Cg-Prkdc^scid^Il2rg^tm1Wjl^*/SzJ (NSG) or BALB/c mice (Jackson Laboratories, Bar Harbor, ME, USA) were injected with 1×10^5^ 4T1 cells into the mammary fat pad, as previously described (24). Tumors were established to 70–140mm^3^ size range prior to Doxorubicin (Sigma Aldrich, St. Louis, MO, USA) (DOX) administration. DOX was introduced intravenously (IV) by tail vein injection at 5 mg/kg for 3 treatments, 3-days apart. All mice were weighed, and tumor sizes were determined using manual palpation and caliper measurements prior and during chemotherapeutic treatment, up to terminal endpoints. Tumor volume calculations were determined using the formula: volume=½ x (length x width^2^). Moribund behavior was evaluated regularly throughout the tumor bearing period. All animal experimental procedures were completed under an approved Institutional Animal Care and Use Committee (IACUC) protocol at Lawrence Livermore National Laboratory (LLNL) and conforming to the National Institute of Health (NIH) guide for the care and use of laboratory animals.

### Tumor Single Cell Isolation and Enrichment

Single-cell suspensions of tumor cells were prepared as previously described using a combination of physical dissociation and enzymatic digest (24). Red blood cell lysis was performed using ACK Lysing Buffer (Gibco, Waltham, MA, USA) per manufacturer’s recommendation. Digests were filtered through a 100µm cell strainer prior to debris removal (Miltenyi Biotec, Bergisch Gladbach, Germany; Cat # 130-109-398). Cells were resuspended in BD FACS Pre-Sort Buffer (BD, Franklin Lakes, NJ, USA; Cat # 563503) for further fluorescently activated cell sorting (FACS) analyses, or in washed 2X in sterile PBS+0.04% non-acetylated BSA for single cell sequencing.

### Single-Cell Sequencing and Data Analysis

Immune and cancer cell depletions were performed for T cell specific reactions using Pan T Cell Isolation Kit II, mouse (Miltenyi Biotec, Bergisch Gladbach, Germany; Cat# 130-095-130) in combination with CD90.1 MicroBeads (Miltenyi Biotec, Bergisch Gladbach, Germany; Cat# 130-121-273) per manufacturers protocols prior to were cell depletion using LS columns (Miltenyi Biotec, Bergisch Gladbach, Germany; Cat# 130-042-401). Sequenced T cell populations were derived from 3 independent syngeneic 4T1 tumors in BALB/c mice as previously described; independent experiments (N=3) were pooled into a single sequencing population. Cell pellets were resuspended in PBS with 0.04% non-acetylated BSA prior to single-cell sequencing preparation using Chromium Single-cell 3′ GEM, Library & Gel Bead Kit v3 (10× Genomics, Pleasanton CA, USA Cat # 1000075) on a 10× Genomics Chromium Controller following manufacturers protocol.

Sequencing data was demultiplexed, quality controlled, and analyzed using Cell Ranger (10× Genomics, Pleasanton CA, USA) and Seurat (25). The Cell Ranger Single-Cell Software Suite was used to perform sample demultiplexing, barcode processing, and single-cell 3′ gene counting. Samples were first demultiplexed and then aligned to the mouse genome (mm10) using “cellranger mkfastq” with default parameters. Unique molecular identifier counts were generated using “cellranger count”. Further analysis was performed using Seurat V4 (26).

### Flow Cytometry

Cell preparations for tumor cells were derived from cell suspensions as previously described in the single cell isolation section then resuspended in FACS buffer (PBS with 2% FBS). Bone marrow preparations were performed from isolated femurs. Femoral epiphyses were removed from the bone then the marrow cavity was flushed with a 28-gauge needles with 2 mL of PBS. The bone marrow derived cell suspensions were centrifuged at 500g for 10 minutes followed by red blood cell lysis and resuspension in FACS buffer prior to cytometric analysis. Splenocytes were prepared from isolated spleens that were forced through a 40-µm cell strainer. Cells were washed with PBS and pelleted by centrifugation at 500g for 10 min. Red blood cell lysis was performed using ACK lysis buffer and resuspended in FACS buffer prior to cytometric analysis.

Cell suspensions were stained with the following antibodies for 30 minutes on ice prior: BioLegend (San Diego, CA, USA): CD45 (1:100; Cat# 103116, 157613), CD3ϵ (1:50; Cat# 100312), CD4 (1:100; Cat# 100414, 100406), CD8b (1:100, Cat# 126622, 126609), CD279 (PD-1) (1:100, Cat# 135213), IL-17A (1:100, Cat# 506922), TCR γ/δ (1:100, Cat# 118107; Miltenyi Biotec (Miltenyi Biotec, Bergisch Gladbach, Germany): CD90.1 (1:10, Cat# 130-102-637). Viability dyes Zombie Violet™ Fixable Viability Kit (BioLegend, San Diego, CA, USA), Zombie Aqua™ Fixable Viability Kit (BioLegend, San Diego, CA, USA), or eBioscience Fixable Viability Dye eFluor506 (Invitrogen, Waltham, MA, USA) were utilized to discriminate live/dead cells. Following staining, cell populations were washed 2 times with FACS buffer prior to 20-minute fixation using Cytofix Buffer (BD Biosciences, San Jose, CA; USA) then resuspension in FACS buffer for analysis.

For cytokine detection, tumor derived cells were cultured in RPMI supplemented with 10% FBS, 50ng/ml PMA Sigma, St. Louis, MO, USA, Cat# P-8139, 1µg/ml Ionomycin (Sigma, St. Louis, MO, USA, Cat# I-0634), and GolgiPlug (BD Biosciences, San Jose, CA; USA) at 37°C with 5% CO_2_ for 4 hours followed by extracellular staining then fixation as described previously. Intracellular staining was accomplished using Intracellular Staining Permeabilization Wash Buffer (BioLegend, San Diego, CA, USA) for permeabilization, staining buffer, and subsequent washes followed by resuspension in FACS buffer for downstream analysis. Flow cytometric analysis was performed using FACSMelody (BD Biosciences, San Jose, CA; USA), BD LSR II (BD Biosciences, San Jose, CA; USA), FACSAria Fusion (BD Biosciences, San Jose, CA; USA) instrument.

### Immunofluorescent Staining

Tumor samples were collected at terminal time points, snap frozen in liquid nitrogen and stored at -80°C until processing. Frozen tumors were embedded in optimal cutting temperature (OCT) compound (Fisher Healthcare, Waltham, MA, USA) and sectioned at 10µm slices. Tumor sections were placed onto Superfrost Plus microscope slides (Fisher Scientific, Waltham, MA, USA) and stored at -80°C until utilized. To stain sections, slides were warmed to room temperature and then were immersed in PBS with 4% formaldehyde for 15 minutes. Slides were then immersed in PBS with 0.1% Tween 20 and 10% goat serum for one hour at room temperature. Primary antibody IL-17-A [Abcam, Cambridge, MA, USA, ab79056, (1:250)] was incubated overnight at 4°C. Sample slides were then incubated at room temperature for 1 hour with the secondary antibody goat anti-rabbit [Thermo Fisher Scientific, Waltham, MA, USA; A-11037 (1:1000)]. Negative control slides were incubated with secondary antibody only. Stained slides were mounted with Prolong Gold with DAPI (Molecular Probes, Eugene, OR, USA). Slides were imaged using a Leica DM5000 microscope. ImagePro Plus V7.0 Software and a QIClick CCD camera (QImaging, Surrey, BC, Canada) were used for imaging and photo editing.

### Western Blot

Tumor samples lysed in RadioImmunoPrecipitation Assay (RIPA) buffer followed by centrifuging at 14,000g for 5 min. The supernatants were collected and analyzed using the Jess automated Western blotting system (ProteinSimple, San Jose, CA, USA). Jess reagents (biotinylated molecular weight marker, streptavidin-HRP fluorescent standards, sample buffer, DTT, stacking matrix, separation matrix, running buffer, wash buffer, matrix removal buffer, fluorescent labeled secondary antibodies, antibody diluent, and capillaries) were purchased from the manufacturer and used according to the manufacturer’s standard protocol. Antibodies were diluted with ProteinSimple antibody diluent at the following dilutions: anti IL-17-A (1:50, Abcam, Cambridge, MA, USA, ab79056, and GAPDH (1:100, Licor, Cat# 926-42216). Target protein concentration is quantitated using Compass for SW 4.0 software (https://www.proteinsimple.com/compass/downloads/). The expression of each target protein is normalized to the expression of GAPDH.

### *Ex Vivo* Culturing and *In Vitro* Doxorubicin and IL-17A Administration

Single cell suspensions from syngeneic tumors were performed as described in the Single-cell sequencing section. CD90.1 MicroBeads, mouse and rat (Miltenyi Biotec, Bergisch Gladbach, Germany; Cat# 130-121-273) were used for cell isolation using LS columns. Subsequent elution of cells of the cell isolation columns were then cultured overnight. Cancer cell populations from 3 syngeneic tumors derived from unique mice were utilized for *ex vivo* 4T1 DOX response experiments for each tumor phenotype.

Doxorubicin (200ng/ml, Sigma Aldrich, St. Louis, MO, USA) and/or Recombinant Mouse IL-17A Protein (25ng/mL, R&D Systems, Minneapolis, MN, USA) were administered for 48 hours prior to cell quantitation using CellTiterGlo 2.0 (Promega, Madison, WI) according to manufacturer’s protocols then read for luminescent signal on a Modulus II Microplate Multimode Reader. Raw reads were first background (media without cells) subtracted then normalized to untreated cells for cell quantitation. 3 independent experiments were performed for *in vitro* DOX viability assays.

### Bulk RNA Sequencing and Analysis

4T1 cells were cultured to 25% confluency in a 12 well culture plate. Total RNA was isolated using RNeasy mini spin columns (Qiagen). Sequencing library preparation was performed using QuantSeq 3’ mRNA-Seq Library Prep Kit FWD for Illumina (Vienna, Austria; Cat# 015.96) according to manufacturer’s protocols. and single end 75 base pair sequencing was performed using an Illumina NextSeq 500. Sequencing data quality was checked using FastQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to the mouse genome (mm10) using STAR (version 2.6) (27) and read counts per gene were determined using “featureCounts” from Rsubread package (version 1.30.5; https://bioconductor.org/packages/release/bioc/html/Rsubread.html). Subsequently, data was normalized using TMM normalization (28) and differentially expressed genes were identified using voom and limma (29). A gene was significantly differentially expressed when its false discovery rate adjusted *p*-value was <0.05 and fold change was >2. Gene set enrichment analysis was performed using GenePattern with Reactome pathway ontologies (30, 31).

### Statistical Analyses

Statistical analyses were performed using GraphPad Prism. Data is presented from at least three biological replicates. One-way ANOVA and *post-hoc* Tukey’s Test or Student’s t-test were used to assess statistically significant differences of mean expression values. Results were considered statistically significant for *p* values < 0.05. IC50 curves were generated using a nonlinear regression curve fit analysis.

## Results

### Stromal Complexity Correlates With TNBC Responsiveness to Doxorubicin Treatment, in Mouse Allografts

To recapitulate the TNBC microenvironment, syngeneic allografts by injection of 4T1 cells were generated by delivery into the mammary fat pad of immune competent BALB/c mice. Upon reaching a volume of ~100 mm^3^, tumor bearing mice were administered 3 doses of DOX treatment over 7 days. Two days following the final dose, tumors were measured and harvested for downstream analysis (**Figure 1A**).

**Figure 1:**
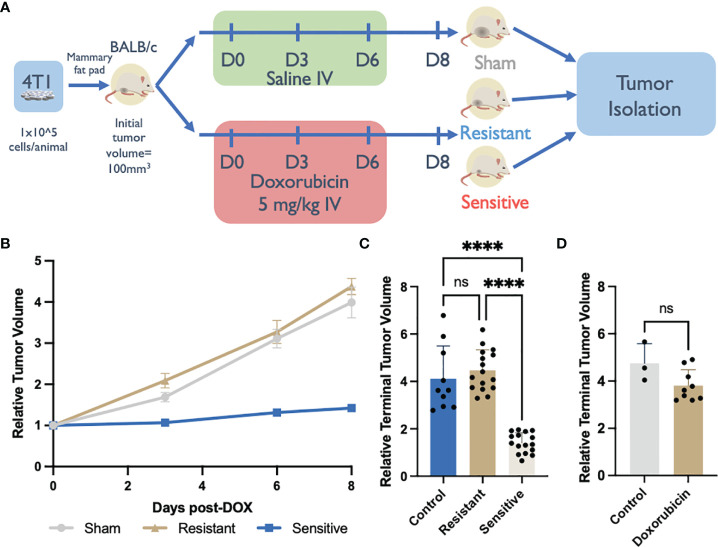
Syngeneic 4T1 tumors differentially respond to doxorubicin (DOX) treatment. **(A)** DOX treated BALB/c 4T1 mammary fat pad tumor experimental design. **(B)** Syngeneic tumor growth rates of tumors in response to DOX. Relative tumor volume was normalized to initial volume and calculated from caliper measurements throughout the experiment. **(C)** Relative terminal tumor volume at Day 8 post DOX initiation from saline-treated controls or DOX treated tumors in immunocompetent BALB/c mice binned into resistant or sensitive populations (n=10-16). **(D)** Relative terminal tumor volume at Day 8 post DOX initiation from saline-treated controls or DOX treated tumors in immunodeficient NSG mice (n=3-9). ns: non-significant *p* > 0.05, ****p < 0.0001.

In control, saline-treated mice (n=10), tumors reached a volume ~400% of the initial recorded size, on day 8 post-treatment initiation (**Figures 1B, C**). However, in the DOX-treated group, tumor growth was either inhibited (sensitive tumors; n=16) or was unaffected (resistant tumors; n=16) (**Figures 1B, C**). Sensitive tumors showed a consistent inhibition of growth throughout the chemotherapeutic treatment yielding tumors that were significantly smaller (142% terminal tumor volume) than control tumors. Conversely the growth rate of resistant tumors was comparable, and not significantly different than the growth rate of saline-treated tumors (438% terminal tumor volume) (**Figures 1B, C**). This polarized response to DOX treatment was specific to the immune competent BALB/c allograft host strain and was not recapitulated in the immunocompromised (NSG) host strain that lacks mature B, natural killer (NK), and T cells in addition to having functionally defective macrophages and dendritic cells (32, 33). All NSG-DOX dosed tumors exhibited a drug response that resembled drug resistant DOX response in BALB/c mice; no statistically significant differences in growth rates were observed between DOX- and saline-treated control tumors (**Figure 1D**). The absence of sensitivity to DOX in mice lacking functional immune cells suggests that DOX treatment efficacy is dependent on immune subtypes present in the tumor microenvironment.

### Increased Abundance of Tumor Infiltrating T-Cells in DOX Sensitive Tumors

Single cell RNA sequencing (scRNA-Seq) was performed on 1,325 tumor derived cells from representative tumors from each DOX responsive category (untreated controls, drug sensitive and drug resistant) to further investigate alterations in the abundance of stromal cell subtypes. Unsupervised hierarchical clustering of cell types based on transcriptional profiles identified cancer, T cell, neutrophil, and myeloid populations as represented in a UMAP projection (**Figures 2A, D–G**). The percentage of T cells was found to be increased in sensitive tumors (15.3%) relative to saline-treated controls (5.54%) and drug-resistant tumors (3.6%) (**Figures 2B, C**). ScRNA-Seq data was further validated using flow cytometric analysis (**Figures 2H–M**). Sensitive tumors were comprised of 16.6% T cells in the primary tumors which were significantly increased relative to saline-treated control tumors (10.3%) or tumors unresponsive to treatment (11.3%) (**Figure 2H**). There was no significant change in CD4 T cell abundance observed across conditions (**Figure 2I**), yet an increase in the number of CD8+ T cells within the tumor T cell population of drug resistant primary tumors, compared to the drug-sensitive tumors (58.1%, 47.8% respectively) was observed (**Figure 2J**).

**Figure 2:**
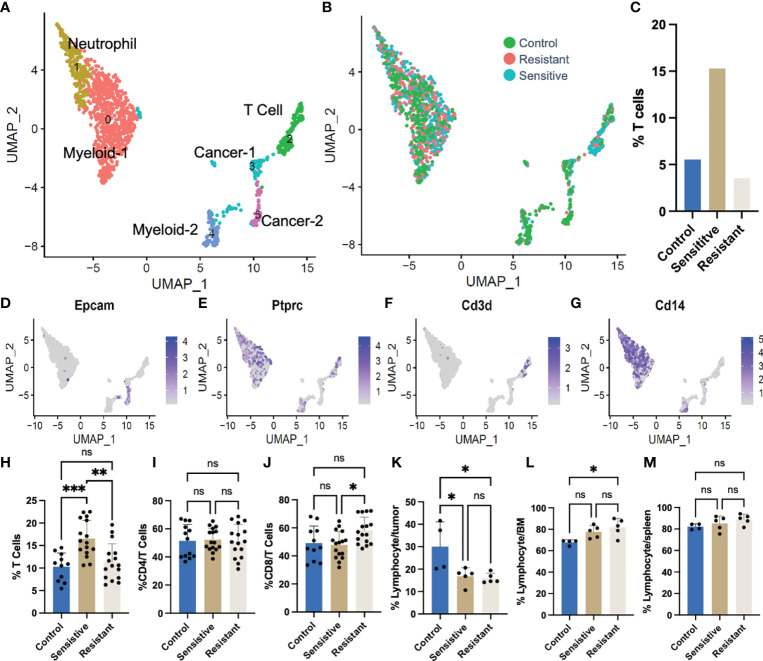
Single cell RNA sequencing (scRNA-Seq) of tumors following DOX administration. **(A)** UMAP plot representing all tumor cells following DOX treatment. **(B)** Colors depict cells derived from tumors of different treatment/response. **(C)** T cell [Ptprc (CD45)+ CD3d+] relative abundance derived from single cell RNAseq data. **(D–G)** Feature plots of gene markers used in identifying cell clusters. **(H)** Flow cytometric quantification of T cell (CD3ϵ+) abundance in syngeneic 4T1 tumors. **(I)** Flow cytometric quantification of cytotoxic T cell (CD8+CD3ϵ+) abundance in syngeneic 4T1 tumors. **(J)** Flow cytometric quantification of immune [Ptprc (CD45)+] abundance in syngeneic 4T1 tumors. **(K)** Flow cytometric quantification of immune [Ptprc (CD45)+] abundance in bone marrow of tumor bearing mice. **(L)** Flow cytometric quantification of immune [Ptprc (CD45)+] abundance in spleens of tumor bearing mice. **(M)** Flow cytometric quantification of immune [Ptprc (CD45)+] abundance in spleens of tumor bearing mice. ns: non-significant *p* > 0.05; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001.

Responsiveness to DOX did not increase tumor infiltration of other immune subtypes. In fact, DOX treatment decreased the absolute abundance of tumor infiltrating lymphocytes, in drug-treated tumors, regardless of tumor response, and significant increases in total number of CD45+ immune cells were only observed in saline-treated tumors (30.0% of tumor cells) compared to both sensitive and resistant tumors (16.85%, 15.92%, respectively) (**Figure 2K**). Furthermore, the increase in lymphocyte abundance was specific to the TME as both the bone marrow (**Figure 2L**) and the spleen (**Figure 2M**) were found to be largely unchanged with a slight increase in abundance only observed in the bone marrow of mice bearing resistant tumors compared to control tumor bearing mice (**Figure 2L**).

### Altered T Cell Composition in Chemoresistant Tumors

The function and behavior of these infiltrated lymphocytes was further examined using targeted scRNA-Seq focused on tumor residing lymphocyte populations. 3,495 *Ptprc* (CD45) and *CD3e* expressing cells were identified from pooled resistant and sensitive tumors (**SFigure 1**). *In silico* dimensional reduction of the transcriptional profiles of each cell produced 12 clusters of cells denoting different T-cell subtypes, as visualized in a UMAP plot (**Figure 3A** and **SFigure 1**). CD8^+^ T cells were more abundant in resistant (84.8% of T cells) than in sensitive tumors (67.6%) and conversely CD4^+^ T cells were more abundant in sensitive (15.5%) than in resistant tumors (7.0%). No single population was uniquely present in either sensitive or resistant tumors however, biases toward specific subtypes were identified correlating with chemosensitivity status (**Figure 3B**). Cluster identification was performed using published gene markers of T cell subtypes (**Figure 3C**) (34, 35) and distribution of T cell abundance was quantitated based on cell quantity per cluster (**Figure 3D**). In order to identify modulation of T cell subtypes in the TME, normalization of relative T cell abundance was performed based on overall T cell abundance observed in previously described flow cytometric analysis (**Figures 2H**, **3E**), and shifting populations were compared to identify modulating populations of interest (**Figure 2F**).

**Figure 3:**
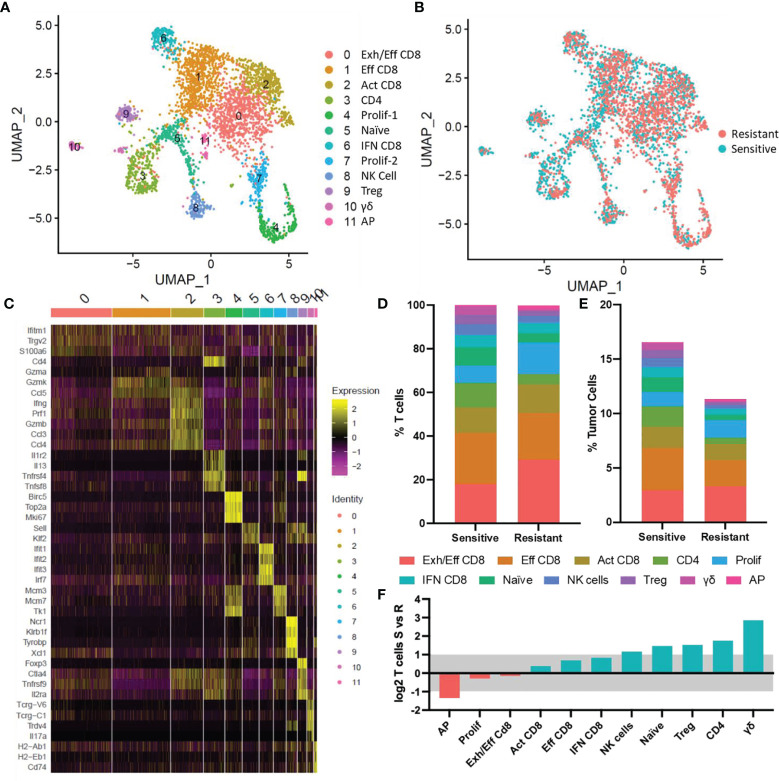
ScRNA-Seq of tumor infiltrating T cells. **(A)** UMAP plot of tumor infiltrated T cells. 12 populations identified *via* transcriptional profiles are denoted by color. **(B)** UMAP plot with colors denoting tumor response to DOX. **(C)** Heat map showing relative gene expression for genes of interest per cell in each cluster. **(D)** Distribution of T cell subtypes in sensitive and resistant tumors. **(E)** Normalized T cell subtype abundance in sensitive or resistant tumors relative to all tumor cells. **(F)** Shifts in abundance of tumor infiltrating T cells in sensitive and resistant tumors. Blue bars denote populations with increased abundance in sensitive tumors, red bars denote populations increased in resistant tumors. Bars outside the grey shaded region represent significant (>2-fold) shifts in cell type abundance. Exh/Eff CD8, exhausted effector CD8 T cells; Eff CD8, effector CD8 T cells; Act CD8, activated CD8 T cells; CD4, CD4 T cells; Prolif-1, proliferating T cells-1; Naïve, naïve T cells; IFN CD8, interferon stimulated CD8 T cells; Prolif-2, proliferating T cells-2; NK Cell, natural killer cells; Treg, T regulatory cells; γδ, *γδ* T cells; AP, antigen presenting T cells.

Antigen-presenting (AP) T cells (expressing *H2-Ab1, H2-Eb1, CD74)* were the only lymphocyte subtype found to be significantly increased in resistant tumors however, this population represented the least abundant cell type observed (Resistant: 0.2%; Sensitive 0.1% of lymphocytes). Minor shifts in T cell subtype abundance were observed in 6 clusters (**Figure 3F**). Three effector CD8^+^ populations expressing classical cytotoxic T cell markers (*CD8b*, *Ifng*, *Gzm* genes, *Prf1*), were the dominant subtype of cells in the TME comprising 63.7% and 53.3% of infiltrating T cells in resistant and sensitive tumors, respectively. Minor increases in effector (Eff CD8^+^) or activated effector (Act CD8^+^) T cells expressing increased cytotoxic genes were observed in sensitive tumors, while exhausted effector CD8 (Exh/Eff CD8^+^) T cells characterized by decreased cytotoxic genes and increased *Pdcd1* (PD-1) expression (**Figure 4A**) relative to effector CD8^+^ T cells were also found to be relatively unchanged in relation to all cells in the TME. Furthermore, interferon stimulated CD8 T cells (IFN CD8^+^) characterized by high levels of Jak/Stat signaling pathway activation genes (i.e., *Stat1*, *Stat2*) and interferon response genes (*Ifit1*, *Ifit2*, *Ifit3*) were 77.8% more abundant in sensitive compared to resistant tumors. Proliferating T cell populations (*Prolif-1, Prolif-2*) were observed in two clusters and characterized by expression of Mki67 (*Ki-67*), mini-chromosome maintenance genes (*Mcm3, Mcm7*), and cell cycle progression genes (*Top2a*, *Ccna2*). This population was found to be only slightly elevated (1.2%, 1.3% respectively) in abundance in resistant tumors.

**Figure 4:**
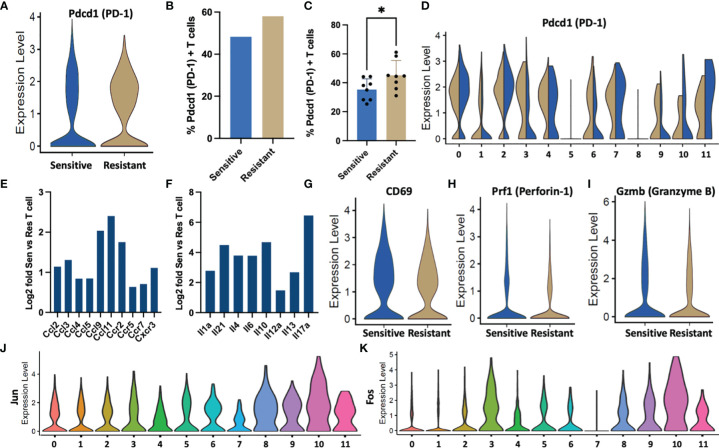
T cell behavior in response to DOX sensitivity. **(A)** Violin plots denoting expression of *Pdcd1* per T cell in sensitive or resistant tumors. **(B)** Percentage of tumor residing T cells expressing *Pdcd1* as quantified in scRNA-Seq data. **(C)** PD-1+ T cells quantified from tumor infiltrated T cells following DOX treatment using flow cytometric analysis. **(D)** ScRNA-Seq expression levels of *Pdcd1* by cluster ID depicted as violin plots. **(E)** Fold upregulation of chemokine and **(F)** cytokine genes in sensitive vs resistant T cell populations inferred from scRNA-Seq data. **(G–I)** Activation gene markers (CD69) and cytotoxic genes (*Prf1*, *GzmB)* associated with T cell activity expression in sensitive or resistant tumors depicted as violin plots. **(J, K)** Dimeric transcription factors comprising the AP-1 transcription factor indicative of T cell activation expression segregated by cell types identified in single cell transcriptomic data. *p ≤ 0.05.

Upon comparison of infiltrated T cells from sensitive tumors and resistant tumors, four T cell subtypes in addition to Natural Killer cells were observed to be significantly increased in sensitive tumors (**Figure 3F**). Naïve T cells expressing genes associated with immature T cells and quiescence (*Klf2*, *Klf3*, *Sell* (CD62L), *Lef1)* (34, 36) were found to be increased to 1.3% of cells in the sensitive TME relative to 0.5% in the resistant TME. Sensitive tumors were also found to possess more CD4^+^ T helper cells, regulatory T cells (Tregs), and γδ T cells. CD4^+^ T cells expressing *CD4* and several cytokines (*IL4*, *IL5*, *IL13*) increased to 1.8% of all cells in sensitive tumors compared to 0.5% in resistant tumors. Tregs, denoted by increased expression of *Foxp3*, *Ctla4*, and *Tnfrsf4* (CD134), represented 4.5% of sensitive tumor T cells compared to half as many (2.3%) in the resistant populations. γδ T cells expressing gamma and delta T cell receptors (*Tcrg-C1* and *Trdv4*) in addition to *TNFa* and *IL-17A* were a minor population of T cells yet accounted for a significant, 6-fold increase in abundance in sensitive tumors (Resistant: 0.1%; Sensitive 0.6% of total tumor residing cells).

### T Cells Populations From DOX Sensitive Tumors Are Less Exhausted, Release Higher Levels of Cytokines and Show Increased Activation

Because the increased number of T cell subsets in chemo-sensitive tumors may not necessarily translate into an increase in activation, further analysis of the single cell transcriptomic data was performed to examine critical T-cell functions in the TME. Chronic antigen stimulation is a well-documented phenomenon in tumor activation resulting in an exhausted phenotype characteristic of decreased effector function, proliferation, and cytokine production and can be identified through over expression of *Pdcd1* (37, 38). T cells from DOX resistant tumors expressed higher levels of *Pdcd1* per cell with increased median normalized expression (**Figure 4A**). Additionally, a 10% increase in the frequency of *Pdcd1^+^* exhausted T cells was observed in resistant tumors (Resistant: 58%, Sensitive: 48%) (**Figure 4B**). Cytometric analysis of tumor infiltrated T cells identified fewer PD-1^+^ T cells compared to the single-cell transcriptional data however, a significant increase in abundance was confirmed in resistant tumors (**Figure 4C**). Upon segregation of lymphocytes by subtype, elevated exhaustion was observed in exhausted effector CD8 (Cluster 0), activated effector CD8 (Cluster 2), proliferating cell populations (Cluster 4,7), and antigen presentation (Cluster 11) (**Figure 4D**). Furthermore, DOX resistant populations with increased exhaustion relative to sensitive tumors were observed in CD4 (Cluster 3), interferon response CD8 (Cluster 6), and Treg (Cluster 9) populations.

These differentially exhausted subpopulations in addition to *γδ T cells* (Cluster 10) were found to be responsible for increased cytokine and chemokine genes and these T cell subtypes were found to be increased in abundance in sensitive tumors (**Figures 4E, F**). Furthermore, T cells from sensitive tumors exhibited an increased mean and median expression of *CD69*, an activation marker (39) (**Figure 4G**). Effector proteins associated with cytotoxic activity, *Gzmb* and *Prf1*, were also found to be increased in the sensitive T cell population (**Figures 4H, I**). Additionally, expression levels of *Jun* and *Fos*, transcription factors critical to T cell activation, were elevated in the cytokine producing CD4 and *γδ* populations potentially indicating a critical role in tumor response (**Figures 4J, K**) (40).

### Higher Numbers of CD8 γδ IL-17+ T Cells in the Tumor Microenvironment of DOX Sensitive Tumors

Due to the increased cytokine production and activation of cytokine secreting T cell populations in tumors responsive to chemotherapeutic treatment, we next examined the impact of cytokines on cancer cells. Specifically, *IL-17A* expressing T cells were found to be more abundant in DOX- sensitive than in resistant tumors. IL-17A is a proinflammatory cytokine with known pro and anti-tumor effects (41–44). Further transcriptional characterization of *IL-17A* expressing T cells revealed that they are not derived from αβ CD4 T cells but from γδ IL-17+ T cells based on expression of delta and gamma T cell receptor genes (*Trdv4, Trdc, Tcrg-V6, Tcrg-C1)* (**Figures 3C**, **5A**). This T cell subpopulation comprised 1.32% of all T cells in sensitive tumors and 0.26% of all T cells in resistant tumors (**Figure 5B**). While this population only represents a minor portion of the tumor infiltrating lymphocytes, scRNA-Seq on syngeneic 4T1 tumors revealed that *IL-17A* is uniquely expressed and secreted from these specialized T cells into the TME yet numerous cell types in the TME can bind this cytokine by expressing its receptor (*IL-17ra*) underlying the potential impact of IL-17A in the TME (**SFigure 2**). Furthermore, despite the low number of these T cells, histological analysis of representative sensitive and resistant tumors confirmed detectable levels of IL-17A protein throughout the tumor with increased relative abundance in DOX sensitive tumors (**Figures 5C, D**). Protein quantification by western blot further confirmed 257% higher IL-17A levels in homogenized tumor samples of sensitive tumors compared to resistant tumors (**Figure 5E**).

**Figure 5:**
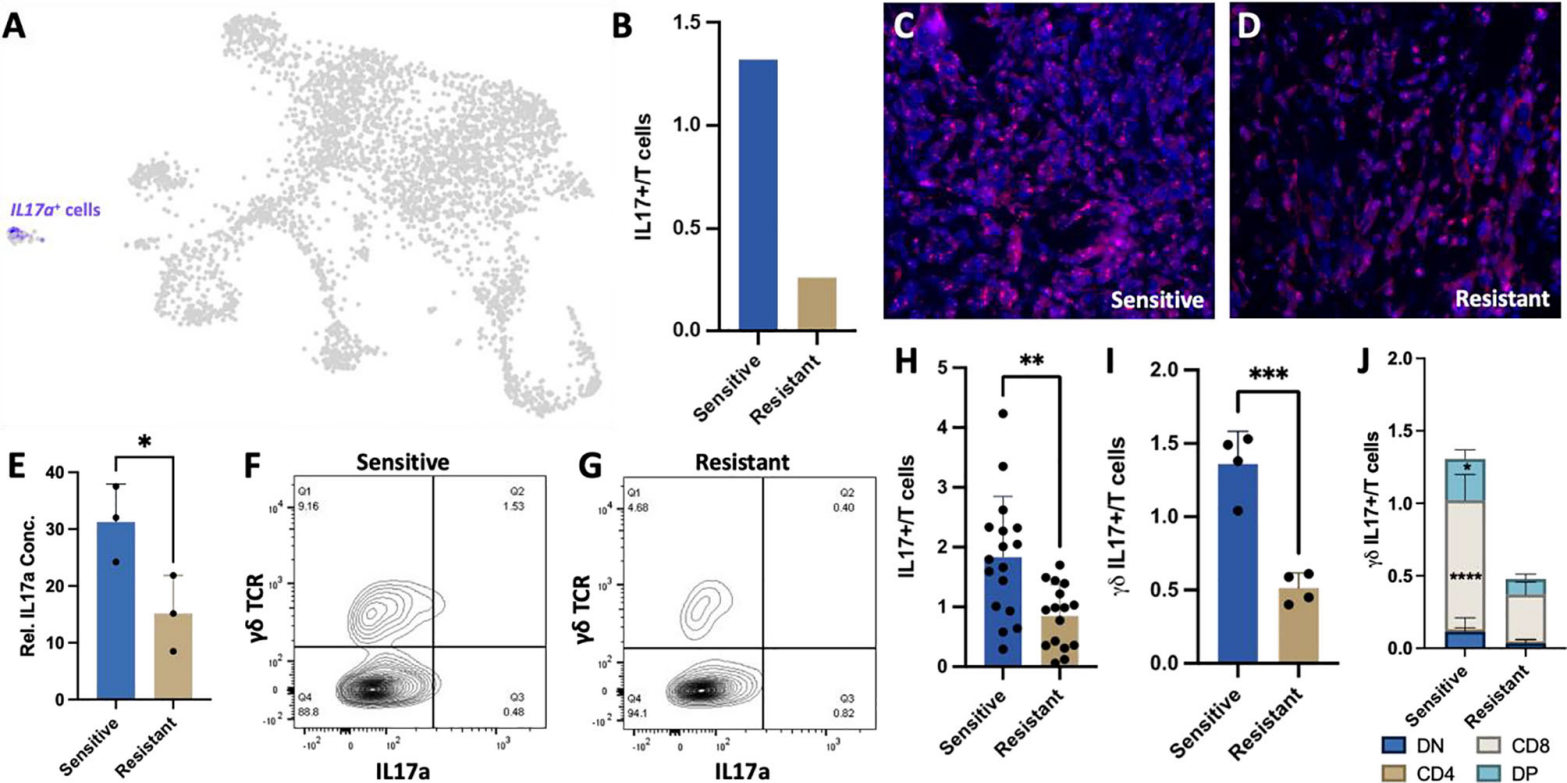
Increased γδ IL-17+ T cells in the DOX sensitive tumor microenvironment. **(A)** UMAP projection of 4T1 syngeneic tumor cells identifying that *IL17a* expression is restricted to γδ T cells. **(B)** Ratio of IL17a+ cells in sensitive and resistant tumors extrapolated from scRNA-Seq data. **(C, D)** Representative immunohistochemistry images of *IL17A* expression in 4T1 tumor sections from sensitive and resistant tumors following DOX therapy. **(E)** Protein abundance quantification in tumors normalized to GAPDH expression (n=3). **(F, G)** Representative flow cytometry plots identifying γδ IL-17+ T cells in T cell populations. **(H)** Quantitation of IL17A+ T cells from DOX sensitive and resistant tumors. **(I)** Quantitation of γδ IL17A+ T cells from DOX sensitive and resistant tumors (n=4). **(J)** Distribution of γδ IL17A+ T cells identifying expanded CD8 and double positive (CD4+CD8+) cells in sensitive tumors (n=4). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

Flow cytometry analysis of tumor infiltrating T cells was consistent with the scRNA-Seq data, confirming a significantly higher number of *IL-17A* expressing T cells in sensitive tumors than resistant tumors (1.83%, 0.85% respectively, *p-value*=0.0016) (**Figures 5F–H**) with γδ T cells constituting the majority of the *IL-17A* expressing cells (1.36%, 0.51% respectively) regardless of tumor chemotherapeutic response (**Figure 5I**). Interestingly, CD8^+^ IL17A^+^ T cells were identified as the most abundant and significantly increased population in sensitive tumors (*p*<0.0001). CD4^+^CD8^+^IL17A^+^ double positive T cells population were also found to be significantly increased in chemo-sensitive tumors relative to resistant (*p*=0.0218) while double negative and CD4 T cells were not found to be significantly altered in abundance (**Figure 5J**).

### IL-17A Increases DOX Sensitivity of 4T1 Cells

Cancer cells were found to express the *IL-17* receptor (**SFigure 2**), and therefore to be potential targets of IL-17A signaling. While cancer resistance evolution driven by genomic mutations has been thoroughly reported as a long-term mechanism for waning efficacy of chemotherapy, the hypothesis that transient molecular changes in the stroma drive differential responses to treatment has been minimally explored. Here we examined the *ex vivo* cytotoxicity of 4T1 cells isolated from DOX-sensitive and -resistant tumors to examine intrinsic alterations in chemotherapeutic response conferred from the *in vivo* manipulations. IC50 curves were generated for 4T1 cells derived from the parental cell line, saline-treated control, DOX sensitive, or DOX resistant tumors by administering a range of drug dosages over 48 hours in culture. Both *in vivo* DOX treated 4T1 exhibited a higher tolerance to the drug treatment (4T1 from Resistant Tumors: 44.32 ng/mL; 4T1 from Sensitive Tumors: 32.67 ng/mL) than 4T1 from saline-treated tumors (15.89 ng/mL) or mouse-naïve 4T1 cells (24.50 ng/mL) (**Figures 6A, B**). *In vivo* DOX treatment, regardless of drug response, increased the tolerance of 4T1 cancer cells relative to the parental control cell line. Next, we determined whether IL-17A directly contributes to DOX chemosensitivity. The potency of DOX treatment was significantly enhanced when IL-17A was co-administered to the culture media (**Figure 6C**). This data suggests that the tumor behavior is only partially driven by cell autonomous response of cancer cells to tolerate the administered drug and in part also by IL-17A levels in the TME.

**Figure 6:**
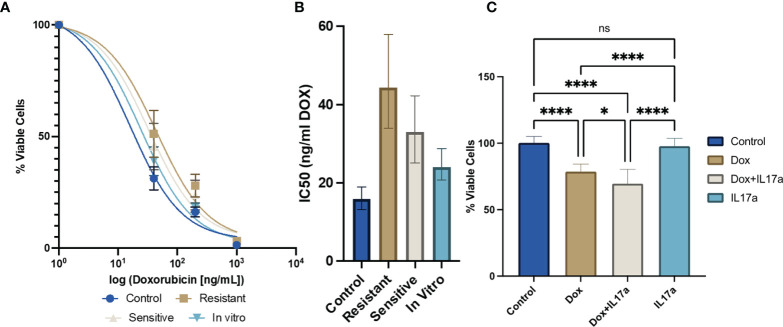
IL-17A co-administration with DOX directly affects chemotherapeutic efficacy in cancer cells. **(A)** *Ex vivo* DOX sensitivity from 4T1-Thy1.1 cells isolated from primary tumors or from *in vitro* culture (n=12 from 3 independent tumors). **(B)** IC50 values extrapolated from dose response curves with error bars represent 95% CI. **(C)** Relative viability of 4T1-Thy1.1 cells cultured in the presence of DOX and/or IL-17A for 48 hours (n=9-11). ns: non-significant *p* > 0.05; *p ≤ 0.05; ****p ≤ 0.0001.

### IL-17A Mitigates PD-L1, Induces Cytokine Signaling, Cell Cycle Dysregulation, and Mitigates Interferon Activation in TNBC Cells

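4T1 is a mammary carcinoma cell line from BALB/c mice. Libraries came from cells cultured for 48 hours without treatment (control, n = 3), with 200 ng/mL DOX (n = 4), with 200 ng/mL DOX and 25 ng/mL recombinant IL-17A (DOX+IL-17A, n = 3) or with 25 ng/mL IL-17A alone (IL-17A, n = 3). These doses are the ones the methods give for administration to cells in culture. The 3' ends of polyadenylated transcripts were sequenced as 75 base reads, so a gene's value does not depend on the full length of its transcript. The authors mapped the reads to the mm10 mouse genome, counted them per gene and normalized them by TMM, which scales each library by a factor meant to correct for RNA composition. The deposited table gives 13222 genes in 13 libraries as TMM-normalized values, made of read counts divided by a scaled library size. All values (100%) were whole multiples of the value of a single read in their library, so the reads behind them could be recovered. The reads on listed genes ranged from 6583757 to 16930600 in the control libraries (median 8825324), from 6477647 to 11692332 with DOX (median 9664357), from 4445592 to 16152120 with DOX+IL-17A (median 9077387) and from 6598088 to 13771197 with IL-17A (median 9923805). A value of 3 reads, taken as the smallest detectable, corresponds to between 0.183 and 0.613 normalized units depending on the library. This limit covers counting error only, because reads without molecular identifiers are not independent molecules.

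Differential expression was tested with limma, with a trend of the variance on expression, on log2(value + 1) in a fit of all 13 libraries with the condition as the only factor. The pseudocount of 1 makes fold changes of low genes smaller than they are. The test covered 12319 genes kept by a filter on low reads. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 2. Replicates of a condition differed by more than sampling noise, with a chi-square per degree of freedom between 7.65 and 177. The labels give some conditions the same replicate numbers, and results are therefore also given with the replicate number as a block. Libraries with the same number deviated from their group means with a mean correlation of 0.15 across genes (13 pairs), against -0.04 for libraries with different numbers (50 pairs). On the first principal component, which held 40.1% of the variance, the libraries without DOX lay between -78.0 and -15.8 and the libraries with DOX between 22.2 and 42.9. Control replicate 1 lay at 74.7 on the second component (20.5% of the variance).

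**Figure D1:**
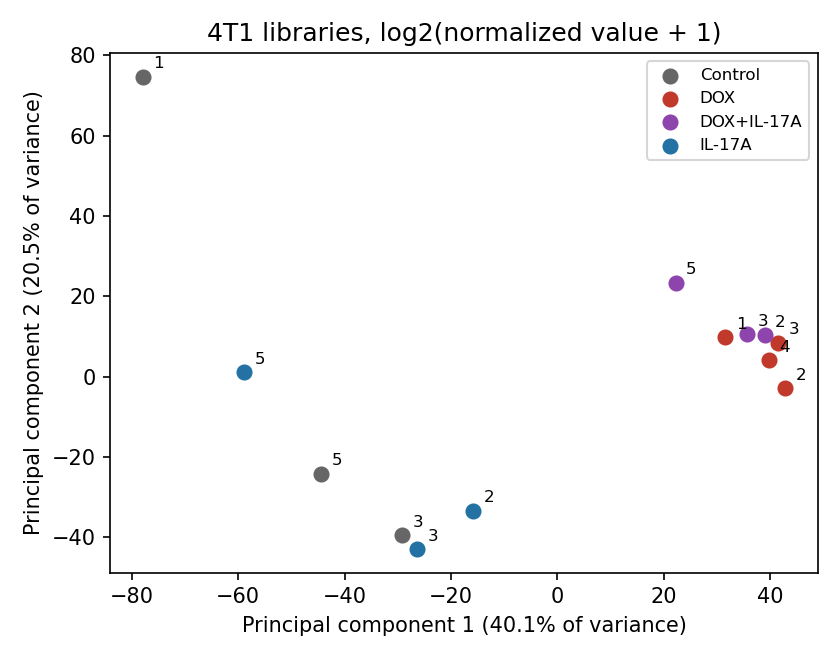
Position of each 4T1 library on the first principal component (horizontal axis, 40.1% of variance) and the second (vertical axis, 20.5%), from log2(normalized value + 1). Points are libraries, colored by condition and numbered by replicate. Libraries with DOX lie to the right of those without it, and control replicate 1 lies at the top left.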

Bulk RNA sequencing was performed on 4T1 cells exposed to DOX or DOX co-administered with IL-17A. DOX alone up-regulated 890 genes and down-regulated 794 genes while the DOX-IL-17A co-treatment yielded 1327 up-regulated and 914 down-regulated genes relative to untreated controls. 

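Relative to control, 1127 genes rose and 761 fell with DOX, and 856 rose and 733 fell with DOX+IL-17A (limma, adjusted p-value and fold change as above). With the replicate number as a block, 837 rose and 540 fell with DOX, and 637 rose and 557 fell with DOX+IL-17A. The share of called genes that rose depended on the scaling. It was 59.7% with DOX and 53.9% with DOX+IL-17A under TMM, against 75.6% (1516 up, 488 down) and 70.4% (1227 up, 517 down) when libraries were scaled by their size alone. Scaling by size also moved the median log2 fold change of all tested genes from 0.09 to 0.24 with DOX and from 0.04 to 0.20 with DOX+IL-17A. The alternative that moved the counts of DOX+IL-17A most was a fit of only the groups compared, with 305 genes up and 294 down.

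Among well expressed genes with groups that did not overlap, *Plekhs1*, *Isg15* and *Ifi44* rose most with DOX. *Plekhs1* went from 2.82 ± 1.31 (SD, n = 3) in control to 100.1 ± 11.3 (SD, n = 4) with DOX, a log2 fold change of 4.77 (standard error 0.36, adjusted p = 1.9e-06, limma). *Isg15* went from 17.9 ± 5.51 to 426 ± 74.1, a log2 fold change of 4.52 (standard error 0.38, adjusted p = 4.0e-06). *Ifi44* went from 13.1 ± 3.75 to 320.1 ± 127, a log2 fold change of 4.46 (standard error 0.33, adjusted p = 1.9e-06). *Aldoc*, *Espn* and *Hist1h2ae* fell most. *Aldoc* went from 78.4 ± 31.7 to 4.25 ± 2.06 (log2 fold change -3.93, adjusted p = 1.3e-05), *Espn* from 106 ± 19.3 to 8.30 ± 3.01 (-3.57, adjusted p = 8.8e-05) and *Hist1h2ae* from 143 ± 124 to 9.22 ± 3.18 (-3.53, adjusted p = 0.00025). *Hist1h2ae* belongs to a family of near-identical histone genes among which reads could be split. Only its polyadenylated transcripts were sequenced, so for both reasons its value is uncertain. With the replicate block these genes kept their direction, with adjusted p-values up to 0.0031.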

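Of the genes past both thresholds, 641 rose and 506 fell relative to control under DOX and under DOX+IL-17A alike. With DOX only, 486 genes were called up and 255 down. With DOX+IL-17A only, 215 were called up and 227 down. No gene was called in opposite directions. Most genes called under a single treatment moved the same way under the other. This held for 469 of the 486 and 254 of the 255 called with DOX only, and for 213 of the 215 and 225 of the 227 called with DOX+IL-17A only. Across the 12319 genes tested, the log2 fold changes of both comparisons had a Pearson correlation of 0.869. Genes are not independent replicates, and both comparisons share the control libraries. This sharing by itself favors a positive correlation and moves in the same direction. Neither the correlation nor the counts of genes moving the same way alone show a shared effect. With the replicate number as a block, 413 genes rose and 328 fell in both.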

Five hundred and forty up-regulated and 472 down-regulated genes were consistent across DOX treatments regardless of IL-17 inclusion (**Figure 7A**). PD-1 ligand (*CD274*, PD-L1) was up-regulated upon DOX treatment consistent with prior studies (45). 

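*Cd274*, the mouse gene for PD-L1, is a protein-coding gene on chromosome 19 of mm10, from 29367455 to 29388095 on the plus strand. Its normalized expression was 1.55 ± 0.27 (SD, n = 3) in control cells, from 9 to 30 reads per library, and 25.0 ± 6.47 (SD, n = 4) with DOX, from 197 to 362 reads. The mean with DOX was 16.1 times the control mean. The log2 fold change was 3.32 (standard error 0.30, adjusted p = 8.4e-06, limma). Every DOX library was above every control library (exact permutation test, 2-sided, p = 0.0571, the smallest p that 4 libraries against 3 allow). When the replicate number was a block the log2 fold change was 3.12 (adjusted p = 0.00044). It lay between 3.19 and 3.46 with each library left out in turn, and was 3.90 with a pseudocount of 0.1, as the control values are low.

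**Figure D2:**
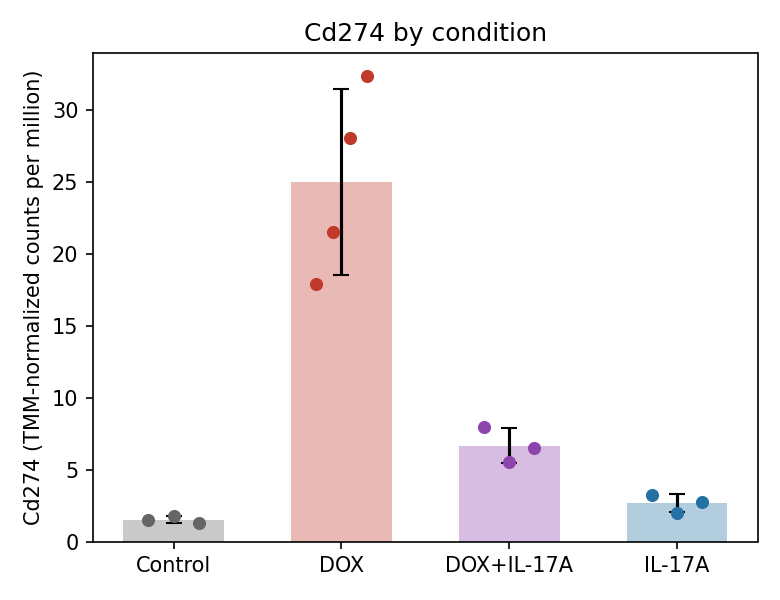
Normalized expression of *Cd274* (vertical axis, TMM-normalized value) in control, DOX, DOX+IL-17A and IL-17A cells. Points are libraries, bars are means and error bars are SD (n = 3, 4, 3 and 3). The 4 DOX libraries lie between 17.9 and 32.4, above all libraries of the other conditions.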

The addition of recombinant IL-17A to the culture media during DOX exposure abrogated the *CD274* upregulation. 

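With DOX+IL-17A, *Cd274* expression was 6.70 ± 1.21 (SD, n = 3), from 39 to 105 reads per library. This was 0.268 of the DOX mean, a log2 fold change of -1.73 (standard error 0.30, adjusted p = 0.018, limma). All DOX+IL-17A libraries were below all DOX libraries (exact permutation test, 2-sided, p = 0.0571, again the smallest possible). In a fit with the replicate number as a block it was -1.66 (adjusted p = 0.14), and with a pseudocount of 0.1 it was -1.86 (adjusted p = 0.055). The adjusted p-value ranged from 1.2e-05 to 0.14 over the alternative settings, and was above 0.05 in 4 of the 13 fits that each left out a library. The difference between the effects of IL-17A with and without DOX was -2.26 on the log2 scale (adjusted p = 0.25). The paper states that IL-17A abrogated the up-regulation by DOX.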

Expression levels were found to be significantly different relative to DOX only treatment but not control cells. 

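Relative to control, *Cd274* expression with DOX+IL-17A was 4.32 times as high. The log2 fold change was 1.59 (standard error 0.32, adjusted p = 0.0043, limma) without a block and 1.47 (adjusted p = 0.024) with the replicate number as a block. The 3 DOX+IL-17A libraries were all above the 3 control libraries (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 against 3 allow). With each library left out, the log2 fold change lay between 1.47 and 1.70, with adjusted p-values from 0.0050 to 0.020. Tukey's test on the linear values, the general procedure of the statistics section, was added after the data were seen and gave an adjusted p of 0.39. It pools the spread of all conditions, and the SD was 6.47 with DOX against 0.27 in control and 1.21 with DOX+IL-17A. The spread with DOX therefore enters its p-values for comparisons without that group. Over all alternative settings the adjusted p-value ranged from 2.3e-05 to 0.39.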

IL-17A was not found to significantly alter *CD274* gene expression levels when administered alone when compared to control or combinatorial conditions (**Figure 7B**).

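*Cd274* expression with IL-17A alone was 2.70 ± 0.62 (SD, n = 3), from 13 to 34 reads per library, or 1.74 times the control mean. The log2 fold change against control was 0.53 (standard error 0.32, adjusted p = 0.96, limma), and 0.41 (adjusted p = 1.0) with the replicate number as a block. The libraries of these conditions did not overlap (exact permutation test, 2-sided, p = 0.1). Against IL-17A alone, the mean with DOX+IL-17A was 2.48 times as high and the log2 fold change was 1.06 (standard error 0.32, adjusted p = 0.042). With the replicate block its adjusted p-value was 0.052. Other settings also took it past the threshold, with 0.12 for voom with limma, 0.096 for a fit of only the groups compared and 0.59 for Tukey's test, and the range over all of them was 0.0097 to 0.59. It was above 0.05 in 10 of the 13 fits that each left out a library. The libraries of these conditions did not overlap either (exact permutation test, 2-sided, p = 0.1).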

**Figure 7:**
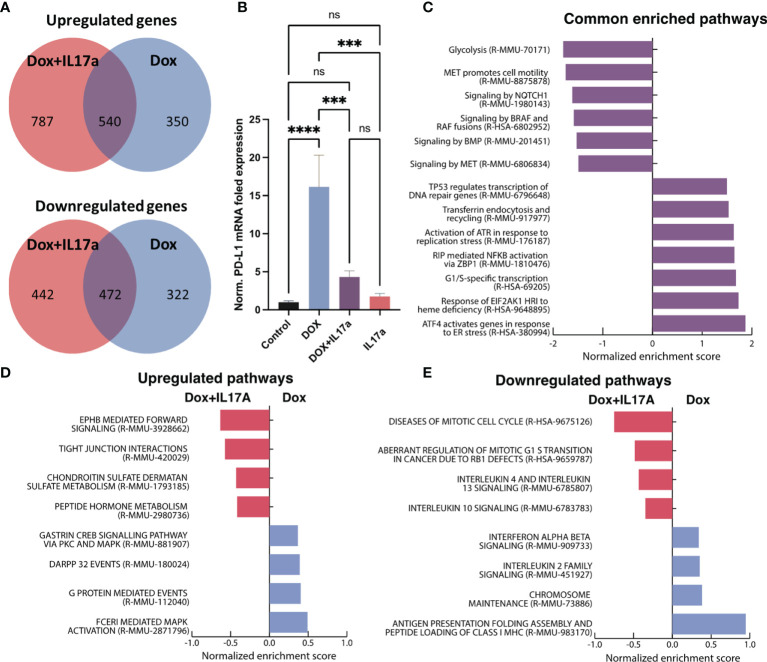
Transcriptomic analysis of 4T1 cells in response to DOX and IL-17A. **(A)** Venn diagrams depicting overlapping differentially expressed genes from 4T1 cells exposed to DOX +/- IL-17A for 48 hours. **(B)** Normalized gene expression of CD274 (PD-L1) across *in vitro* conditions. **(C)** GSEA analysis of enriched Reactome pathways in common to DOX treated cells regardless of IL-17A. **(D)** Upregulated pathways with differential enrichment. **(E)** Downregulated pathways with differential enrichment (n=3-4). ns non-significant *p* > 0.05; ***p ≤ 0.001; ****p ≤ 0.0001.

Consistent with prior reports, gene set enrichment analysis of the transcriptional profiles determined that DOX elicits enrichment in genes associated with cellular stress response pathways (ATF4, EIF2AK1, NFKB, ATR, P53) (46–48) while down-regulating pathways associated with cellular proliferation (BMP, MET) (49, 50) regardless of IL-17A co-administration (**STable 1**). 

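Gene set enrichment was computed with fgsea on genes ranked by limma's moderated statistic, with a mouse Reactome collection and adjustment over the sets of Fig. 7. Of these sets, 20 had a counterpart in the collection and 9 had none, among them those for EIF2AK1 and MET. The nearest counterpart to the ATF4 set held 2 genes and was not tested, as at least 5 were required. Of the tested sets of Fig. 7C, 6 passed an adjusted p of 0.05 under both DOX and DOX+IL-17A in the direction shown. With the replicate number as a block 6 did so. Over the alternatives the count lay between 4 and 6, with the lowest when genes were ranked by fold change. Activation of ATR in response to replication stress had a normalized enrichment score of 2.41 with DOX (adjusted p = 1.1e-06) and 2.08 with DOX+IL-17A (adjusted p = 0.00036). With the block these scores were 2.46 and 2.11. RIP mediated NFKB activation via ZBP1 had scores of 1.70 (adjusted p = 0.034) and 1.73 (adjusted p = 0.041), and 1.79 and 1.69 with the block. When genes were ranked by fold change, its adjusted p-values were 0.067 and 0.070, the highest of the alternatives (from 0.0093 and from 0.020). Transferrin endocytosis and recycling had scores of 2.07 (adjusted p = 0.00084) and 2.00 (adjusted p = 0.0041), and 2.12 and 2.08 with the block. Signaling by BMP had scores of -1.65 (adjusted p = 0.062) and -1.51 (adjusted p = 0.11). With the block these were -1.87 (adjusted p = 0.013) and -1.37 (adjusted p = 0.24). Over the alternatives its adjusted p-values ranged from 0.013 to 0.14 with DOX and from 0.12 to 0.46 with DOX+IL-17A.

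A list of target genes gave a further measure. The 24 ATF4 target genes had a median log2 fold change of 1.02 with DOX and 1.26 with DOX+IL-17A (0.84 and 1.18 with the block), and 14 and 15 of them passed an adjusted p of 0.05 within the list (13 and 15 among all genes tested).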

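The Reactome glycolysis set, with 23 tested genes, had a normalized enrichment score of -2.48 with DOX (adjusted p = 1.9e-06) and -2.43 with DOX+IL-17A (adjusted p = 6.5e-06). With the replicate number as a block the scores were -2.40 and -2.46. *Aldoc*, *Aldoa*, *Pfkp*, *Pfkl* and *Gpi1* led the set in both comparisons. In a list of 16 glycolysis genes, the median log2 fold change was -1.22 with DOX and -1.25 with DOX+IL-17A, and 12 and 11 genes passed an adjusted p of 0.05 within the list (11 and 10 among all genes tested). *Pfkp* fell most and *Pfkfb3* rose most, by 1.12 and 0.91. Signaling by NOTCH1, with 51 tested genes, had scores of -1.62 (adjusted p = 0.021) and -1.90 (adjusted p = 0.0014), and of -1.53 (adjusted p = 0.035) and -1.62 (adjusted p = 0.029) with the block. When libraries were scaled by their size alone, the DOX score of this set was -1.31 (adjusted p = 0.12), and with genes ranked by fold change it was -1.19 (adjusted p = 0.24). The lowest adjusted p over the alternatives was 0.018. The set for BRAF and RAF fusions had no counterpart in the collection and was not analysed here.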

Cell to cell signaling (*Braf* and *Notch)* and glycolysis (51) were also found to be consistently down-regulated in response to DOX independent of IL-17A treatment (**Figure 7C**). Furthermore, enrichment scores for specific biological processes were discovered to be affected by the co-administration of IL-17A with DOX. 

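Compared directly, 14 genes were higher and 40 lower with DOX+IL-17A than with DOX (54 in all), and 782 of the 12319 genes had an unadjusted p-value under 0.05. When the replicate number was a block 14 genes were called, 6 higher and 8 lower, of which 12 were among the 54. The share of called genes that were higher was then 42.9%, against 25.9% without the block. Over the other settings the count lay between 23 and 93, and between 1 and 88 with each library left out. *Lcn2* went from 8.43 ± 9.33 (SD, n = 4) with DOX to 87.9 ± 54.9 (SD, n = 3) with DOX+IL-17A, a log2 fold change of 3.86 (standard error 0.77, adjusted p = 0.041, limma). *Il1a* rose from 24.3 ± 16.3 to 124 ± 55.2 (2.46, standard error 0.50, adjusted p = 0.042) and *Nfkbiz* from 76.4 ± 46.2 to 264 ± 33.8 (1.98, standard error 0.40, adjusted p = 0.041). With the block their adjusted p-values were 0.023, 0.071 and 0.071. Over the alternatives these ranged from 0.023 to 0.15, from 0.00039 to 0.071 and from 0.0027 to 0.092. Each of these 3 genes was above 0.05 in 8 of the 13 fits that left out a library. *Rsad2* fell from 226 ± 61.1 to 42.2 ± 25.2 (-2.51, adjusted p = 0.0045), *Isg15* to 90.2 ± 45.3 (-2.33, adjusted p = 0.011) and *Ifit1* from 132 ± 23.4 to 30.0 ± 21.5 (-2.31, adjusted p = 0.020). With the block their adjusted p-values were 0.048, 0.023 and 0.048. Over the alternatives these ranged from 6.2e-09 to 0.048, from 7.3e-06 to 0.027 and from 0.00023 to 0.055. *Rsad2* was above 0.05 in 1 of the 13 fits that left out a library, and *Isg15* and *Ifit1* in 4 each. In a list of 26 IL-17A response genes the median log2 fold change was 0.99 (1.03 with the block). Of these genes 21 were higher, 11 passed an adjusted p of 0.05 within the list and 4 passed among all genes tested. The list also rose with DOX relative to control, by a median of 1.25 (22 higher, 4 lower), so these genes do not respond only to IL-17A. That rise does not by itself account for the direct comparison, in which both groups had DOX. The mean log2 value of the list was 4.99 in DOX replicate 2, close to 5.01 in DOX+IL-17A replicate 5. It was 4.63 in DOX replicate 1 but 3.75 and 3.82 in DOX replicates 3 and 4. *Lcn2* split alike, at 12.5 and 19.7 in DOX replicates 1 and 2 and 0.56 and 0.98 in 3 and 4. *Il1a* and *Nfkbiz* were also higher in DOX replicates 1 and 2 than in 3 and 4. These genes thus varied among DOX libraries without IL-17A, though all DOX+IL-17A libraries lay above all DOX libraries.

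Of the sets of Fig. 7D and 7E that were tested, 2 passed an adjusted p of 0.05 in this comparison, and 2 with the block. Those that did not include EPHB-mediated forward signaling (score 0.87, adjusted p = 0.74), tight junction interactions (-1.09, adjusted p = 0.52), chondroitin sulfate metabolism (-0.90, adjusted p = 0.69) and peptide hormone metabolism (-1.24, adjusted p = 0.44). DARPP-32 events (1.20, adjusted p = 0.44), G-protein mediated events (1.33, adjusted p = 0.39) and chromosome maintenance (-1.04, adjusted p = 0.54) did not pass either. These scores are of the direct comparison. Relative to control, only G-protein mediated events passed among the sets just named, with DOX (-1.88, adjusted p = 0.0053). With DOX+IL-17A its score was -1.44 (adjusted p = 0.11), which is no test of a difference between the treatments. For the difference between the effects of IL-17A with and without DOX, 0 genes had an adjusted p-value under 0.05 and 556 an unadjusted one, and 0 passed with the block.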

Specifically, genes correlating with cell cycle dysfunction in progression from G1 to S phase were also found to be highly up-regulated when IL-17A was co-administered, as well as genes associated with increased immune recruiting (*IL4, IL10,* and *IL13*). 

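G1/S-specific transcription, a set of 12 tested genes that includes *Cdc6*, *Cdt1* and *Orc1*, had a normalized enrichment score of 2.06 with DOX relative to control (adjusted p = 0.00073) and 2.10 with DOX+IL-17A (adjusted p = 0.00082). With the replicate number as a block these were 1.87 (adjusted p = 0.0083) and 2.15 (adjusted p = 0.00020). In the direct comparison of DOX+IL-17A with DOX the score was 1.16 (adjusted p = 0.45). In a list of 32 S phase and G1/S genes, the median log2 fold change relative to control was 0.72 with DOX and 0.75 with DOX+IL-17A. In the direct comparison the median was 0.04 (0.10 with the block), 17 genes were higher and 15 lower, and 0 of the 32 passed an adjusted p of 0.05 within the list. It lay between -0.02 and 0.15 with each library left out. The sets for interleukin-4 and interleukin-13 signaling, interleukin-10 signaling, diseases of the mitotic cell cycle and RB1 defects had no counterpart in the collection and were not analysed here.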

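Antigen presentation by class I MHC, a set of 27 tested genes, had a normalized enrichment score of 1.92 with DOX relative to control (adjusted p = 0.0036) and of -2.05 with DOX+IL-17A relative to DOX (adjusted p = 0.0019). The latter was -1.98 (adjusted p = 0.0081) with the replicate number as a block. With each library left out, its adjusted p-value ranged from 1.3e-05 to 0.099, and was above 0.05 in 1 of the 13 fits. In a list of 23 such genes, the median log2 fold change was 1.04 with DOX and 0.21 with DOX+IL-17A relative to control. Compared directly it was -0.72 (-0.69 with the block). With DOX+IL-17A, 21 of the 23 genes were lower than with DOX, and 7 passed an adjusted p of 0.05 within the list (2 among all genes tested). *Tap1* fell most.

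Interferon alpha/beta signaling had a score of -1.66 in the direct comparison (adjusted p = 0.14, unadjusted p = 0.022) and -1.56 (adjusted p = 0.16) with the block. Only 12 of its 27 genes were tested. In a list of 45 interferon-stimulated genes, the median log2 fold change relative to control was 2.52 with DOX, 1.03 with DOX+IL-17A and -0.01 with IL-17A alone. Between DOX+IL-17A and DOX it was -1.56 (-1.59 with the block). All 45 genes were lower, 24 passed an adjusted p of 0.05 among all genes tested and 41 passed within the list. The mean log2 value of the list lay between 6.00 and 6.75 in the DOX libraries and between 4.70 and 5.03 in the DOX+IL-17A libraries. Within DOX it was lower in replicates 1 and 2 (6.00 and 6.02) than in 3 and 4 (6.70 and 6.75), so it also varied without IL-17A. Interleukin-2 signaling, the nearest counterpart to the set of the paper, had a score of 1.11 in the direct comparison (adjusted p = 0.44) and 1.04 (adjusted p = 0.54) with the block.

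**Figure D3:**
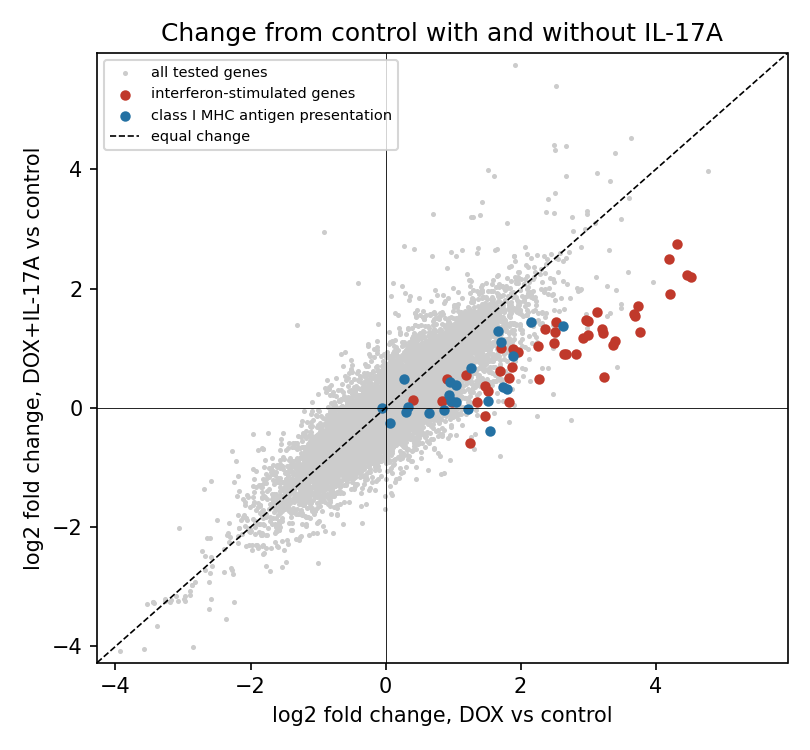
Log2 fold change relative to control with DOX (horizontal axis) and with DOX+IL-17A (vertical axis) for the 12319 tested genes (grey), 45 interferon-stimulated genes (red) and 23 genes of class I MHC antigen presentation (blue). The dashed line marks equal change, and all interferon-stimulated genes lie below it.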

IL-17A mitigated pathways of immune activation that were upregulated because of DOX treatment including inhibition of MHC1 antigen presentation, IL2 signaling, and interferon α/β signaling (**Figure 7D**). 

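In the direct comparison of DOX+IL-17A with DOX, FCERI mediated MAPK activation (30 tested genes) had a normalized enrichment score of 1.51 (adjusted p = 0.25), and 1.55 (adjusted p = 0.14) with the replicate number as a block. The Gastrin-CREB signaling pathway via PKC and MAPK (74 tested genes), led by *P2ry6*, *Edn1* and *P2ry2*, had a score of 1.72 (adjusted p = 0.014), and 1.78 (adjusted p = 0.0098) with the block. Its adjusted p-value was 0.065 for genes with a mean of at least 10 reads, 0.080 when genes were ranked by fold change and 0.088 with adjustment over all Reactome sets. It ranged from 0.0031 to 0.21 with each library left out.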

Consistent with previous studies (52–54), mitogen-activated protein kinase (MAPK) activation was found to be increased in 4T1 cells treated with IL-17 and DOX relative to DOX alone (**Figure 7E**).

## Discussion

This study demonstrates the importance of stromal cellular composition to chemotherapeutic efficacy (**Figure 8**). Single cell transcriptomics and flow cytometric analysis identified increased T cell abundance to correlate with tumors sensitivity to DOX treatment relative to resistant tumors. Upon deeper transcriptomic characterization of tumor infiltrated T cell populations, alterations in the activity, behavior, and subtypes of those T cells were found to also be strongly correlated to chemotherapeutic response. Furthermore, IL-17A secreted by T cells was found to play a direct role in cancer cell sensitivity to DOX however transcriptional alterations as a result of IL-17A in cancer cells also likely contributed to signaling cascades inducing T cell exhaustion, recruitment and activation.

**Figure 8:**
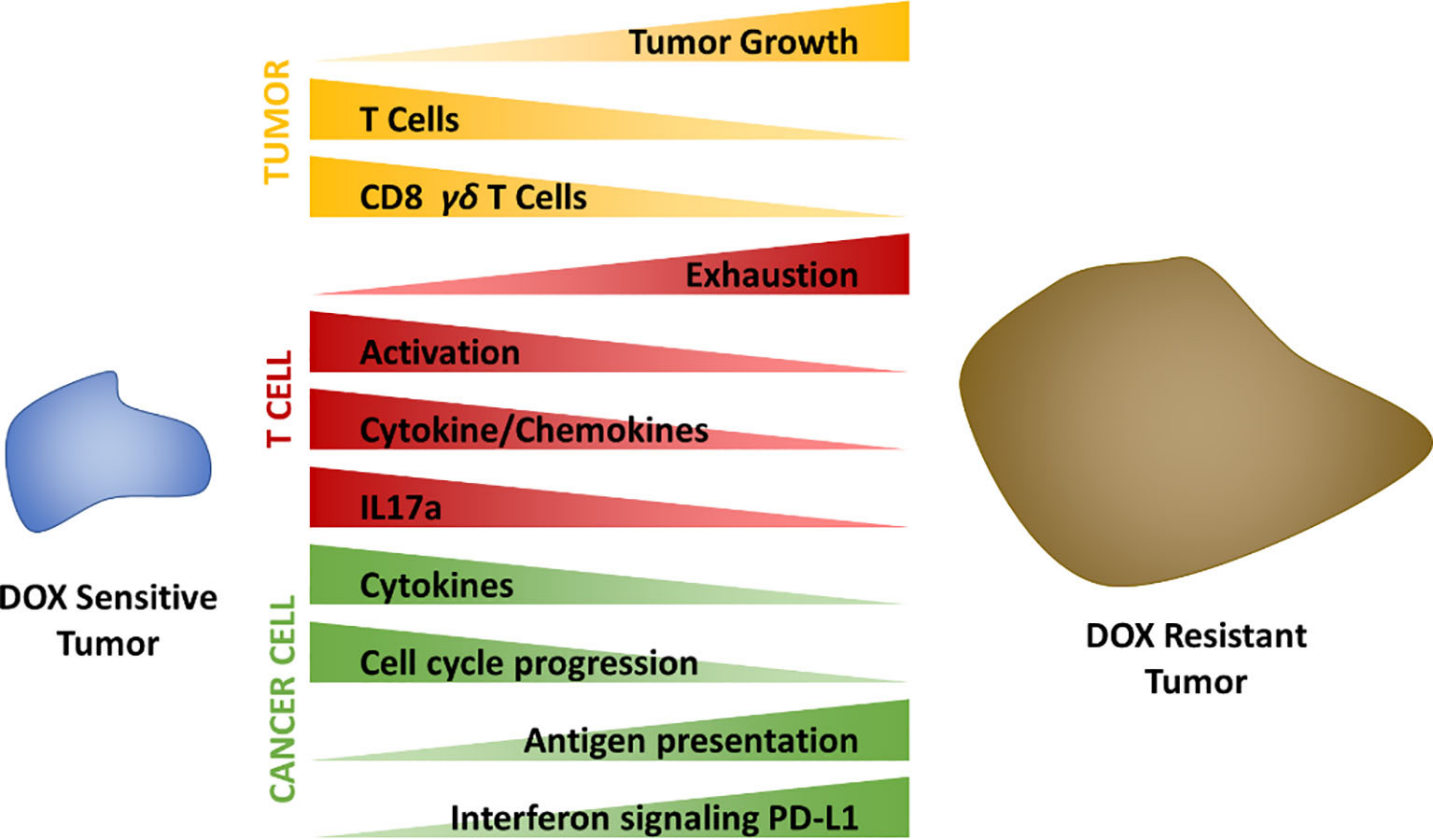
Summary schematic.

Despite the overall increase in T cells in sensitive tumors, the TME of resistant tumors were found to possess an increase in effector CD8 cells, however, these T cells exhibited increased exhaustion as assessed by the transcriptional expression of *Pdcd1, Cd27*, and *Lag3.* Increased levels of these genes has been previously linked to decreased effector function and failure to eliminate cancer cells (55). This cellular state manifests distinctly from the chronic stimulation of antigen in tumors. Interestingly, cells exposed to DOX alone induced several processes contributing to this phenotype such as antigen presentation, interferon signaling, and increased *CD274* (PD-L1) expression. The upregulation of these processes was significantly mitigated upon co-administration of IL-17A protein, suggesting that the anti-exhaustion inducing effects are derived from the cancer cells. The increased cytotoxic gene expression (upregulated *Prf1* and *GzmB)* in T cells found in chemo-sensitive tumors further substantiates the increased anti-cancer activity of IL-17A+ DOX sensitive tumors.

In addition to increased activity of cytotoxic effector T cells in DOX sensitive tumors, elevated chemokine and cytokine secretion was inferred from the increased abundance of CD4 T helper cell and γδ T cell populations. Chemokines identified, such as *Ccl3, Ccl4, Ccl5*, and *Cxcl9*, have demonstrated roles in increasing T cell infiltration into the TME (56, 57). Furthermore, CC chemokines have also been correlated to improved prognosis in breast cancer patients (57). These potent chemotactic molecules may contribute to the increased infiltration of T cells into the DOX sensitive TME increasing anti-cancer effects through an increased quantity of active T cells. ScRNA-Seq further identified increases in *Il-4*, *IL-5*, *IL-10, Il-13, IL-17A*, and *Il-21* transcripts. These cytokines support a wide range of biological functions within the TME (58). Specifically, IL-4 and IL-13 have demonstrated induction of cancer apoptosis as well as anti-inflammatory and innate immune activation functions (59, 60). IL-10 also shares immunosuppressive function in addition to proven roles in antiangiogenic function in tumors and a correlation with improved prognosis in breast cancer (61–63). These functions suggest that the sensitive TME may be stimulated for increased anti-cancer function while modulating the infiltration from pro-tumor stromal cell populations. Despite the anti-tumor functions described previously, cytokine function in the context of DOX treatment will require further studies to fully elucidate the effects these cytokines have in the TME.

Interestingly, IL-21 can play a role in stimulating IL-17 production and has also been found to be upregulated in sensitive tumors (55). Surprisingly, the IL-17A production was largely identified to be secreted from γδ but not Th17 T cells in 4T1 tumors. Specifically, sensitive tumors expanded the γδ CD8+IL-17A+ T cell population resulting in a net increase in *IL-17A* protein levels. This potent cytokine has potentially wide-spanning effects on numerous cell types found in the tumor and has a direct effect on increasing DOX efficacy in cancer cells. The presence of IL-17A has been examined in multiple cancer types and has emerged as an attractive cancer biomarker (64, 65). Studies on the impact of IL-17A in the TME have yielded both pro- and anti-tumor functions (20, 41). This phenomenon may be driven by the unique TME compositions found in different cancer types. IL-17 in developing tumors was found to have a negative correlation with survival, enhanced tumor development, or poor prognosis in numerous tumor types including breast cancer, head and neck, ovarian, prostate, and colorectal cancer (64–67) yet anti-tumor benefits have also been identified in and esophageal squamous cell carcinoma (68, 69). Contrasting anti and protumor effects have also been reported within the same tumor type as seen in melanoma (70, 71) and lung cancer (72, 73) suggesting that TME heterogeneity independent of tissue of origin may also play a contributing role in IL-17 response. This study determined no observable alterations in proliferation when 4T1 TNBC cells were exposed to IL-17 alone. IL-17A increased anti-cancer phenotypes observed *in vitro* only upon coadministration with DOX suggesting an alternate function in the presence of chemotherapeutics. The increased tumor responsiveness to chemotherapeutics in the presence of IL-17 has been previously reported in a range of cancer types (20–22, 74). The data provided here supports the benefit of IL-17 in the TME upon anthracycline administration in syngeneic TNBC tumors and functionally characterizes this correlation to direct and indirect effects on cancer elimination.

The findings presented here suggest possible therapeutic benefits of IL-17A coadministration or stimulation in conjunction with anthracycline treatment regimens. Several outstanding concerns still need to be addressed prior to clinical implementation to better understand the pleiotropic pro and anti-tumor effects noted previously. Furthermore, the long-term effects of the presence of these IL-17A producing cells in TNBC following DOX treatment will require further analysis to establish therapeutic efficacy as studies on the effects of IL-17 in tumor development and progression have been controversial (20, 21, 73) and outcomes may be dependent on tumor subtypes and stage of the disease.

The source of γδ IL-17A+ T cell populations was not identified in this study. Future therapeutic avenues utilizing γδ IL-17A+ T cells will require investigating cellular steps involved in differentiation pathways and/or means of recruitment into the TME. Recruitment appears to be a viable therapeutic option as intratumoral adoptive cell transfer of γδ T cells during DOX administration has been demonstrated to rescue the efficacy of chemotherapeutics in IL-17A knockout mice. However, subpopulations of γδ T cells may need to be selected for as T cells lacking IL-17A were unable to recover the sensitive phenotype (21). Additionally, the molecular cues triggering the presence of these beneficial T cells within the course of doxorubicin treatment will allow for the identification of novel therapeutic targets. The merits of recombinant IL-17A coadministration DOX may also provide therapeutic benefits yet bioavailability, targeting, and stability of this molecule will need to be optimized to evaluate utility. Overall, the data presented herein strongly supports the contribution of IL-17A produced from γδ T cells for modulating a tumor microenvironment with increased T cell infiltration and cytotoxic activity upon exposure to DOX in TNBC.

## Data Availability Statement

The datasets presented in this study can be found in the NCBI Gene Expression Omnibus under GEO series number GSE205552.

## Ethics Statement

The animal study was reviewed and approved by LLNL IACUC.

## Author Contributions

Conceptualization, NH and GL; data acquisition, NH, KM, NR-A, SG, and DG formal analysis, NH and AS; writing NH and GL; project administration, EW, MC, and GL. All authors have read and agreed to the published version of the manuscript.

## Funding

The research was supported by LLNL LDRD-19-SI-003, LDRD-17-ER-121. LDRD 21-LW-028, GL was also supported in part by a UC Davis Comprehensive Cancer Center Support Grant (CCCSG) awarded by the National Cancer Institute (NCI P30CA093373).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: IL-17A Increases Doxorubicin Efficacy in Triple Negative Breast Cancer
**Source:** Front Oncol. 2022 Jul 18;12:928474. doi: 10.3389/fonc.2022.928474
**Supplement:** Supplementary file 1

**Supplementary Table 1. Differentially expressed genes in 4T1 cells exposed to doxorubicin and/or IL-17A**

| Gene          | Il17 vs Ctrl      |         |             | Dox+Il17 vs Il17  |         |             | Dox vs Ctrl       |         |             |
|---------------|-------------------|---------|-------------|-------------------|---------|-------------|-------------------|---------|-------------|
|               | log2(Fold Change) | p value | adj p value | log2(Fold Change) | p value | adj p value | log2(Fold Change) | p value | adj p value |
| Lce1g         | 2.5079            | 0.1308  | 0.9995      | 4.2637            | 0.0007  | 0.0151      | 6.7127            | 0.0001  | 0.0026      |
| Sycp1         | 0.0948            | 0.9453  | 0.9995      | 6.4519            | 0.0000  | 0.0017      | 6.5330            | 0.0000  | 0.0006      |
| Speer3        | 1.5754            | 0.3650  | 0.9995      | 4.1870            | 0.0035  | 0.0366      | 6.5152            | 0.0001  | 0.0035      |
| Il6           | 0.0948            | 0.9533  | 0.9995      | 7.5871            | 0.0000  | 0.0014      | 6.4338            | 0.0000  | 0.0018      |
| Rnf223        | 1.6103            | 0.2420  | 0.9995      | 3.0309            | 0.0054  | 0.0481      | 6.0574            | 0.0000  | 0.0014      |
| Oas2          | 0.5403            | 0.7434  | 0.9995      | 2.9093            | 0.0342  | 0.1437      | 5.9381            | 0.0001  | 0.0036      |
| Ifi209        | 0.8267            | 0.6297  | 0.9995      | 4.2228            | 0.0037  | 0.0383      | 5.9155            | 0.0003  | 0.0052      |
| Serpina3h     | 0.5965            | 0.7648  | 0.9995      | 5.9566            | 0.0009  | 0.0174      | 5.8765            | 0.0010  | 0.0118      |
| Gm6650        | 0.5965            | 0.7398  | 0.9995      | 4.9514            | 0.0020  | 0.0263      | 5.8338            | 0.0005  | 0.0072      |
| Mx1           | 0.9923            | 0.6226  | 0.9995      | 2.3580            | 0.1631  | 0.3691      | 5.7744            | 0.0014  | 0.0146      |
| Tg            | 0.0948            | 0.9399  | 0.9995      | 4.8163            | 0.0001  | 0.0068      | 5.7707            | 0.0000  | 0.0009      |
| U90926        | 0.6001            | 0.6797  | 0.9995      | 8.3097            | 0.0000  | 0.0002      | 5.7524            | 0.0001  | 0.0022      |
| Dok2          | 1.8499            | 0.2530  | 0.9995      | 2.0784            | 0.0963  | 0.2679      | 5.7119            | 0.0003  | 0.0061      |
| Serpinb2      | -1.3228           | 0.3466  | 0.9995      | 6.7421            | 0.0000  | 0.0016      | 5.6334            | 0.0000  | 0.0012      |
| Spib          | 0.1768            | 0.9243  | 0.9995      | -0.3993           | 0.8367  | 0.9210      | 5.6241            | 0.0006  | 0.0085      |
| Cpq           | 0.0948            | 0.9427  | 0.9995      | 3.9316            | 0.0020  | 0.0260      | 5.5685            | 0.0000  | 0.0015      |
| Cyp3a13       | 1.3556            | 0.4868  | 0.9995      | 3.5262            | 0.0339  | 0.1426      | 5.5078            | 0.0018  | 0.0173      |
| Ccl17         | 3.3884            | 0.0148  | 0.9995      | 2.2475            | 0.0083  | 0.0610      | 5.4589            | 0.0001  | 0.0037      |
| Ccl2          | 1.2995            | 0.3414  | 0.9995      | 4.2353            | 0.0004  | 0.0115      | 5.4398            | 0.0001  | 0.0027      |
| Stxbp5l       | 0.0948            | 0.9593  | 0.9995      | 4.7003            | 0.0061  | 0.0510      | 5.4344            | 0.0011  | 0.0129      |
| Bank1         | 0.0948            | 0.9440  | 0.9995      | 5.1691            | 0.0001  | 0.0068      | 5.4167            | 0.0001  | 0.0020      |
| Plekhs1       | 0.2400            | 0.7294  | 0.9995      | 4.3418            | 0.0000  | 0.0002      | 5.4056            | 0.0000  | 0.0000      |
| Rapgef4       | 3.3707            | 0.0575  | 0.9995      | 1.2811            | 0.3061  | 0.5330      | 5.4021            | 0.0020  | 0.0181      |
| Trim30c       | 2.2205            | 0.2355  | 0.9995      | 1.2009            | 0.3754  | 0.5993      | 5.3794            | 0.0026  | 0.0216      |
| Serping1      | 2.3936            | 0.1090  | 0.9995      | 3.0427            | 0.0083  | 0.0613      | 5.3450            | 0.0003  | 0.0061      |
| Gbp11         | 0.5965            | 0.7335  | 0.9995      | 2.9460            | 0.0544  | 0.1904      | 5.3304            | 0.0009  | 0.0112      |
| Pglyrp2       | -0.5570           | 0.7543  | 0.9995      | 3.3681            | 0.0445  | 0.1683      | 5.2765            | 0.0008  | 0.0102      |
| Sema3a        | 2.5478            | 0.0633  | 0.9995      | 1.7393            | 0.0683  | 0.2155      | 5.2709            | 0.0002  | 0.0043      |
| Syt1          | -0.3638           | 0.7903  | 0.9995      | 4.9114            | 0.0003  | 0.0104      | 5.2565            | 0.0001  | 0.0024      |
| Map7d2        | 0.0948            | 0.9437  | 0.9995      | 4.2262            | 0.0012  | 0.0203      | 5.2253            | 0.0001  | 0.0026      |
| Slc5a1        | 0.5965            | 0.6729  | 0.9995      | 3.1852            | 0.0131  | 0.0810      | 5.2122            | 0.0002  | 0.0038      |
| Tnf           | 0.8021            | 0.5754  | 0.9995      | 4.7891            | 0.0003  | 0.0109      | 5.2121            | 0.0002  | 0.0042      |
| Aloxe3        | 3.7379            | 0.0096  | 0.9995      | 1.9324            | 0.0241  | 0.1167      | 5.1539            | 0.0004  | 0.0066      |
| Xirp2         | 0.0948            | 0.9418  | 0.9995      | 3.5474            | 0.0045  | 0.0432      | 5.1158            | 0.0001  | 0.0025      |
| Maats1        | 0.0948            | 0.9369  | 0.9995      | 5.5372            | 0.0000  | 0.0020      | 5.0855            | 0.0000  | 0.0016      |
| Anxa13        | -0.4566           | 0.7432  | 0.9995      | 4.7202            | 0.0006  | 0.0135      | 5.0509            | 0.0001  | 0.0036      |
| Dnah5         | 0.8202            | 0.6293  | 0.9995      | 3.5799            | 0.0156  | 0.0894      | 5.0489            | 0.0012  | 0.0132      |
| Serpinb9c     | 0.9878            | 0.4953  | 0.9995      | 3.4502            | 0.0055  | 0.0486      | 5.0221            | 0.0003  | 0.0059      |
| Plcb1         | 1.2409            | 0.3616  | 0.9995      | 3.5428            | 0.0034  | 0.0362      | 4.9790            | 0.0002  | 0.0044      |
| Cd93          | 1.5792            | 0.3886  | 0.9995      | 3.7316            | 0.0069  | 0.0551      | 4.9719            | 0.0040  | 0.0283      |
| Dnah14        | 0.0948            | 0.9413  | 0.9995      | 3.4785            | 0.0048  | 0.0450      | 4.9644            | 0.0001  | 0.0030      |
| Dennd1c       | 0.9156            | 0.5344  | 0.9995      | 2.7984            | 0.0356  | 0.1470      | 4.9617            | 0.0004  | 0.0070      |
| 4932431P20Rik | 0.0948            | 0.9547  | 0.9995      | 2.8014            | 0.0698  | 0.2189      | 4.9401            | 0.0012  | 0.0136      |
| Cngb3         | 0.0948            | 0.9444  | 0.9995      | 2.6183            | 0.0437  | 0.1666      | 4.9266            | 0.0002  | 0.0044      |
| Gsdmc2        | -0.3638           | 0.8118  | 0.9995      | 4.6812            | 0.0013  | 0.0217      | 4.9246            | 0.0005  | 0.0072      |
| 4930555B11Rik | 0.0948            | 0.9454  | 0.9995      | 1.0841            | 0.4218  | 0.6401      | 4.9110            | 0.0002  | 0.0050      |
| Cxcl9         | 0.0673            | 0.9635  | 0.9995      | 2.2920            | 0.0760  | 0.2314      | 4.8990            | 0.0003  | 0.0057      |

|               |         |        |        |         |        |        |         |        |        |
|---------------|---------|--------|--------|---------|--------|--------|---------|--------|--------|
| Adssl1        | -0.6089 | 0.0772 | 0.9995 | -2.7457 | 0.0001 | 0.0052 | -3.2362 | 0.0000 | 0.0004 |
| 1110046J04Rik | 0.1401  | 0.8364 | 0.9995 | -1.0079 | 0.1973 | 0.4123 | -3.2508 | 0.0022 | 0.0193 |
| A430090L17Rik | -3.8182 | 0.0024 | 0.9995 | -0.0729 | 0.9553 | 0.9821 | -3.2602 | 0.0033 | 0.0250 |
| Hist1h2bj     | 1.3986  | 0.0831 | 0.9995 | -5.4413 | 0.0006 | 0.0148 | -3.2604 | 0.0115 | 0.0574 |
| Hist1h1d      | -0.6572 | 0.2162 | 0.9995 | -2.6901 | 0.0065 | 0.0529 | -3.2649 | 0.0004 | 0.0064 |
| Hist1h2an     | -0.2380 | 0.6552 | 0.9995 | -2.8347 | 0.0051 | 0.0462 | -3.2826 | 0.0009 | 0.0110 |
| Hist1h2ad     | -0.3438 | 0.4273 | 0.9995 | -2.9423 | 0.0001 | 0.0063 | -3.2877 | 0.0000 | 0.0007 |
| Hist1h2ah     | -0.2703 | 0.5168 | 0.9995 | -3.0264 | 0.0001 | 0.0059 | -3.3006 | 0.0000 | 0.0008 |
| Nek3          | -0.1734 | 0.7732 | 0.9995 | -1.7997 | 0.0503 | 0.1815 | -3.3084 | 0.0022 | 0.0197 |
| 2610203C22Rik | -0.6926 | 0.2907 | 0.9995 | -1.1300 | 0.1732 | 0.3817 | -3.3185 | 0.0007 | 0.0097 |
| lqcd          | -1.1512 | 0.1994 | 0.9995 | -3.2316 | 0.0230 | 0.1134 | -3.3270 | 0.0040 | 0.0286 |
| Hist1h1b      | -0.3072 | 0.2344 | 0.9995 | -1.9354 | 0.0000 | 0.0020 | -3.3667 | 0.0000 | 0.0000 |
| Hist1h2ag     | -0.3099 | 0.4146 | 0.9995 | -2.9506 | 0.0000 | 0.0026 | -3.3746 | 0.0000 | 0.0002 |
| Hist1h2bb     | 0.8233  | 0.3561 | 0.9995 | -4.2620 | 0.0024 | 0.0300 | -3.3797 | 0.0090 | 0.0489 |
| Hist1h2ai     | -0.4551 | 0.3213 | 0.9995 | -2.8189 | 0.0004 | 0.0114 | -3.4054 | 0.0000 | 0.0010 |
| H1f0          | -0.2131 | 0.4370 | 0.9995 | -3.5892 | 0.0000 | 0.0000 | -3.4097 | 0.0000 | 0.0000 |
| Dbnidd1       | -0.4808 | 0.5378 | 0.9995 | -0.9698 | 0.2846 | 0.5117 | -3.4144 | 0.0019 | 0.0177 |
| Man1c1        | -0.1450 | 0.8379 | 0.9995 | -5.3355 | 0.0008 | 0.0166 | -3.4197 | 0.0024 | 0.0205 |
| Ptch1         | -1.9330 | 0.0783 | 0.9995 | 1.9034  | 0.0863 | 0.2511 | -3.4409 | 0.0056 | 0.0358 |
| Hist1h2ao     | -0.5695 | 0.2512 | 0.9995 | -2.6973 | 0.0001 | 0.0040 | -3.4518 | 0.0000 | 0.0002 |
| Hist1h2ap     | -0.5695 | 0.2511 | 0.9995 | -2.6972 | 0.0001 | 0.0040 | -3.4555 | 0.0000 | 0.0002 |
| Megf6         | -0.5718 | 0.1923 | 0.9995 | -2.8680 | 0.0013 | 0.0211 | -3.4578 | 0.0000 | 0.0019 |
| Hist1h2be     | 0.3089  | 0.6975 | 0.9995 | -2.1441 | 0.0464 | 0.1728 | -3.4737 | 0.0070 | 0.0414 |
| Zfp820        | -1.0637 | 0.2679 | 0.9995 | -3.2306 | 0.0283 | 0.1278 | -3.4753 | 0.0046 | 0.0314 |
| Lrrc26        | 0.3549  | 0.6794 | 0.9995 | -4.3751 | 0.0017 | 0.0245 | -3.5172 | 0.0046 | 0.0315 |
| Sspn          | -0.2261 | 0.4063 | 0.9995 | -3.1815 | 0.0000 | 0.0002 | -3.5543 | 0.0000 | 0.0000 |
| Add2          | -1.0608 | 0.0905 | 0.9995 | -1.4349 | 0.0999 | 0.2739 | -3.6042 | 0.0005 | 0.0077 |
| Hist1h2ae     | -0.5291 | 0.3010 | 0.9995 | -2.7677 | 0.0007 | 0.0155 | -3.6570 | 0.0000 | 0.0011 |
| Hist1h2bp     | -0.1831 | 0.8293 | 0.9995 | -3.5474 | 0.0150 | 0.0878 | -3.6715 | 0.0052 | 0.0342 |
| Ano8          | -1.2227 | 0.2937 | 0.9995 | -0.7023 | 0.6028 | 0.7760 | -3.6903 | 0.0087 | 0.0477 |
| Rnu11         | 0.0863  | 0.9130 | 0.9995 | -1.6558 | 0.0888 | 0.2557 | -3.6987 | 0.0022 | 0.0197 |
| Espn          | -1.0301 | 0.0257 | 0.9995 | -3.2246 | 0.0001 | 0.0069 | -3.6994 | 0.0000 | 0.0003 |
| Hist2h3b      | -0.8998 | 0.3492 | 0.9995 | -1.8157 | 0.1637 | 0.3699 | -3.7700 | 0.0036 | 0.0267 |
| Gstt1         | 0.0615  | 0.9148 | 0.9995 | -1.9637 | 0.0250 | 0.1190 | -3.7848 | 0.0006 | 0.0082 |
| Pou6f1        | 0.0765  | 0.9096 | 0.9995 | -2.8022 | 0.0149 | 0.0873 | -3.8013 | 0.0013 | 0.0141 |
| Slc26a9       | -0.5783 | 0.4367 | 0.9995 | -1.3838 | 0.1439 | 0.3413 | -3.8221 | 0.0009 | 0.0113 |
| Hist2h2ab     | -0.9900 | 0.1787 | 0.9995 | -3.0284 | 0.0276 | 0.1260 | -3.9123 | 0.0022 | 0.0197 |
| Mgarp         | -0.3591 | 0.5949 | 0.9995 | -6.1243 | 0.0005 | 0.0123 | -3.9832 | 0.0011 | 0.0122 |
| Tmem53        | -0.6695 | 0.3128 | 0.9995 | -1.1650 | 0.1695 | 0.3764 | -4.1247 | 0.0003 | 0.0058 |
| Hist2h2bb     | -0.2969 | 0.7216 | 0.9995 | -2.1086 | 0.0934 | 0.2636 | -4.1492 | 0.0053 | 0.0346 |
| Aldoc         | -0.0775 | 0.7997 | 0.9995 | -4.2177 | 0.0000 | 0.0005 | -4.1845 | 0.0000 | 0.0001 |
| Sh2d7         | -1.2662 | 0.0782 | 0.9995 | -1.8163 | 0.0688 | 0.2166 | -4.3251 | 0.0001 | 0.0033 |
| Hist1h2bn     | 0.2262  | 0.7860 | 0.9995 | -3.5323 | 0.0084 | 0.0616 | -4.4178 | 0.0016 | 0.0159 |
| Krt15         | -0.1517 | 0.7661 | 0.9995 | -6.3512 | 0.0002 | 0.0071 | -4.5763 | 0.0002 | 0.0039 |
| Hist1h2bk     | 0.8699  | 0.2342 | 0.9995 | -3.3667 | 0.0040 | 0.0403 | -4.6521 | 0.0017 | 0.0168 |
| Tmem191c      | -0.4976 | 0.6597 | 0.9995 | -2.2857 | 0.1235 | 0.3117 | -4.6557 | 0.0082 | 0.0459 |
| Arhgap33      | -1.7427 | 0.0945 | 0.9995 | -3.2528 | 0.0367 | 0.1495 | -5.0672 | 0.0005 | 0.0073 |

# Supplementary material for: IL-17A Increases Doxorubicin Efficacy in Triple Negative Breast Cancer
**Source:** Front Oncol. 2022 Jul 18;12:928474. doi: 10.3389/fonc.2022.928474
**Supplement:** Supplementary file 2

## Supplementary Figures

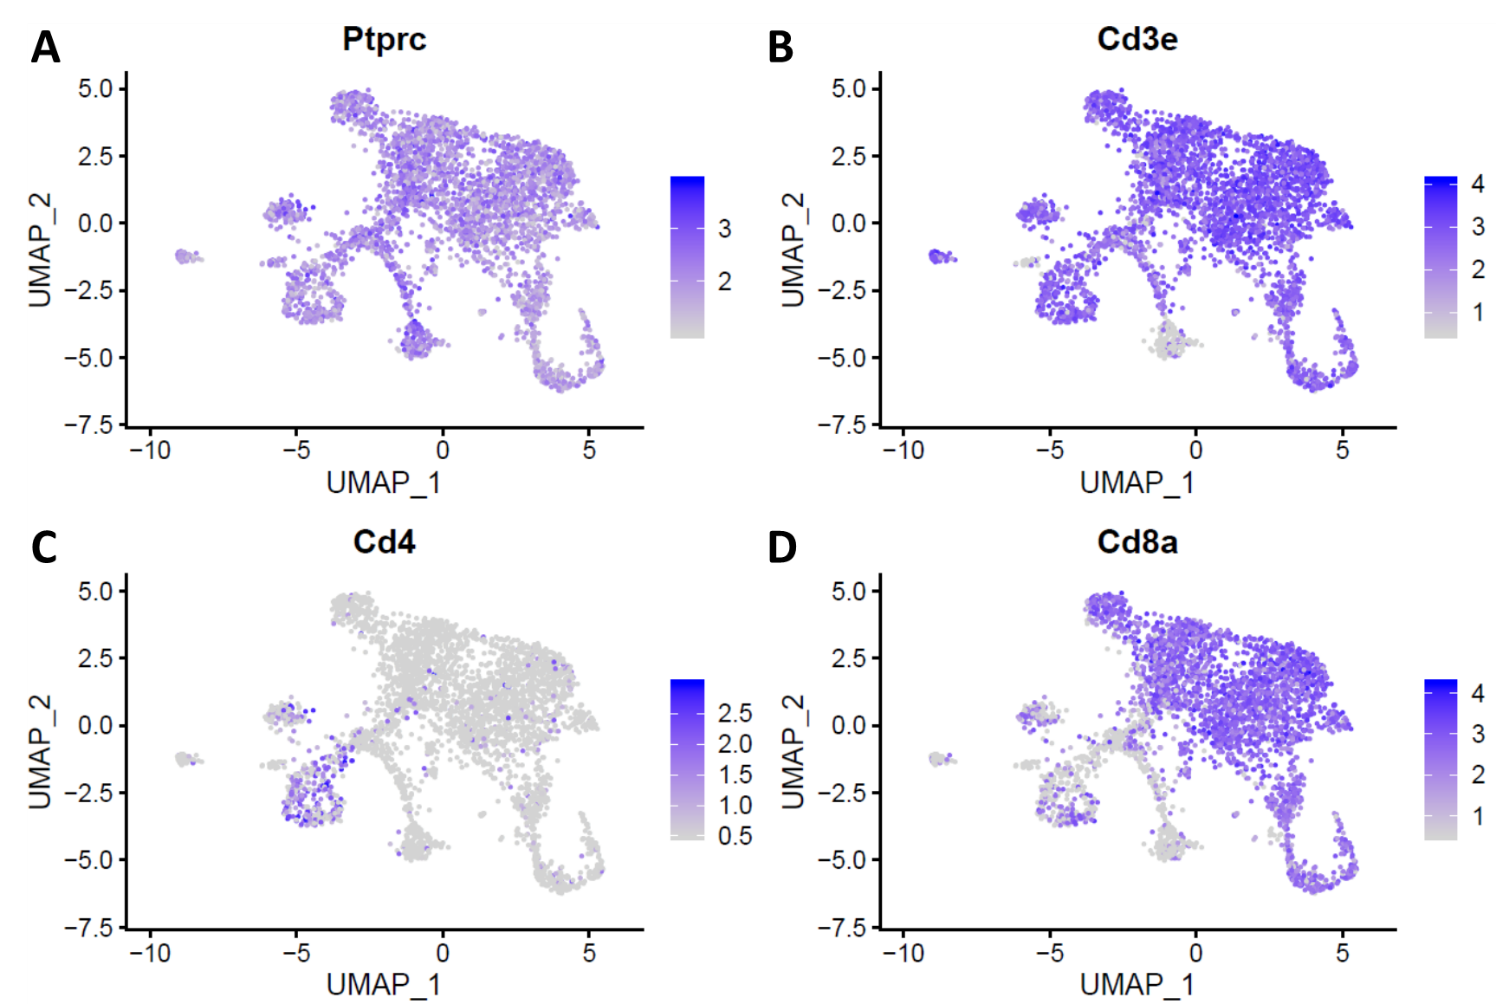

Supplemental Figure 1. Feature plots denoting T cell fold change of gene expression values. Plots denoting cellular expression of A) Ptprc (CD45 expression), B) CD3ε, C) CD4, and D) CD8a in tumor infiltrated T cell populations.

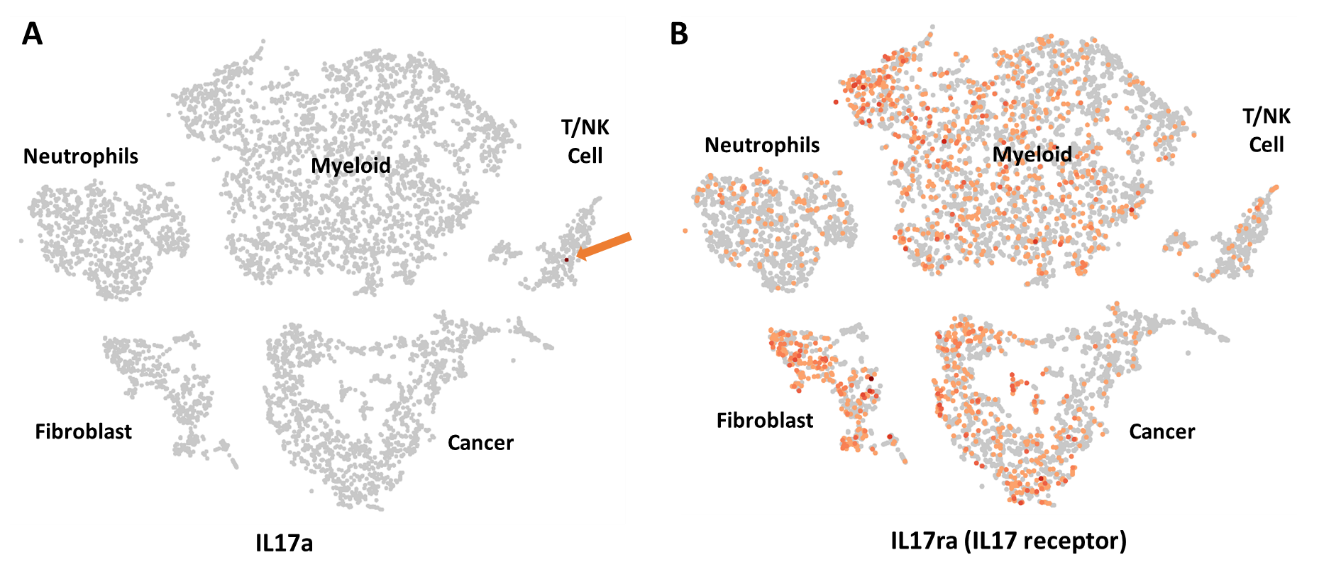

Supplemental Figure 2. UMAP projection of 4T1 syngeneic tumor cells. A) IL-17A expression restricted to IL-17+ T cells (arrowhead). B) IL-17 receptor (IL-17ra) is widely expressed across several cell types.

How the deposited data were processed for this re-analysis (not part of the article)

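Bulk RNA of cultured 4T1 cells was sequenced in 13 libraries of 4 conditions: control (n = 3), DOX (n = 4), DOX+IL-17A (n = 3) and IL-17A (n = 3). The authors made 3' mRNA libraries, sequenced single 75 base reads, aligned them to the mm10 mouse genome with STAR, counted reads per gene with featureCounts, normalized the counts by TMM and tested genes with voom and limma. The deposited table holds a normalized signal per gene and library, and no read counts. It has 13223 entries, of which 1 was a second, identical entry for *Ifit1* and was dropped, leaving 13222 genes. The names of 17 genes had been turned into dates, and these genes were kept under the names listed. Each library was assigned to its condition by its label. The same replicate number in several conditions comes from the labels alone, and the text of the paper does not say whether the numbers pair wells.

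Within each library the values were whole multiples of a single step (100%), so that dividing by the step gave whole reads. The TMM factors recomputed from these reads were compared with those implied by the deposited values and were nearly equal to them. Reads on listed genes per library ranged from 4445592 to 16930600. The smallest detectable value was set at 3 reads.

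Design, tests, thresholds, gene lists and alternatives were chosen before the data were examined, except for those named as added later. The main test was limma with trend on log2(value + 1), with condition as the only factor and all 13 libraries in the fit (9 residual degrees of freedom, 5 with the replicate number as a block). It covered the 12319 genes kept by edgeR's filterByExpr on the recovered reads. P-values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p under 0.05 and a fold change above 2, or at the adjusted p alone for the difference between the effects of IL-17A with and without DOX. Single values were compared between conditions by exact permutation tests, 2-sided. Some genes are named in the text only as members of gene sets, gene lists or marker lists. Genes named for their own results are *Cd274*, the IL-17A receptor genes *Il17ra* and *Il17rc*, and genes chosen by a rule. The rule covered DOX against control, DOX+IL-17A against DOX and IL-17A against control. It took up to 3 genes that rose most and 3 that fell most among those called. These had to be in the upper part of tested genes by mean value, with groups that did not overlap. No gene met this rule for IL-17A against control. *Ehf* was named after its values were seen.

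Gene sets were tested with fgsea on the moderated statistic of limma, with the mouse Reactome collection installed with fgsea and sets of 5 to 500 tested genes. Adjustment was over the sets of Fig. 7. Of these, 20 had a counterpart by name or a nearest set and 9 had none. The nearest counterpart to the ATF4 set had 2 genes and was left out. Gene lists are summarized by the median log2 fold change of their members and by counts. The result of 1 list is not reported here. Lists of muscle, red blood cell, liver and immune cell markers were written after muscle and red blood cell genes had been seen to be high in DOX replicate 1.

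Alternatives changed 1 choice at a time. They were voom with limma and DESeq2 on the recovered reads, scaling by library size only, all listed genes or genes with a mean of at least 10 reads, a pseudocount of 0.1, a fit of only the groups compared, the replicate number as a block, the adjusted p alone, and leaving out each library in turn. For gene sets they were ranking by log2 fold change, camera with an inter-gene correlation of 0.01, and adjustment over all Reactome sets. Alternatives added after the data were seen were edgeR's quasi-likelihood test, voom with limma on all listed genes, and Tukey's test on linear *Cd274* values. Real labels were also compared with other splits of the libraries that part as many same-numbered pairs, with 100 seeded draws where there were more.

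The tests were run on simulated data with 200 of 12319 genes changed 4-fold. limma with trend recovered 149 (74.5%) with 12 false calls, voom with limma 141 with 9, edgeR's quasi-likelihood test 150 with 7, and DESeq2 163 with 34. In a contrast without changed genes DESeq2 made 7 calls and the others 0. fgsea called the set that had been changed and 0 of 50 others. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, fgsea 1.28.0, python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.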

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

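The tests of the muscle and red blood cell markers were chosen only after their values were seen. A single library far from the rest of its condition was sought only with DOX, the condition with 4 libraries. Of 32 measures examined, 3 had one, where chance gives about 1 in 20. The muscle and red blood cell lists were written after such genes were seen to be high in DOX replicate 1. The share of 3 in 32 is therefore no test of chance.

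The summed signal of skeletal muscle markers was 519 in DOX replicate 1 and between 170 and 207 in the other DOX libraries, so that the gap to the nearest library was 0.896 of the range. The sum of red blood cell markers was 66.5 in that library and between 1.34 and 5.47 in the others (0.937 of the range). Of 15 markers that had not been looked at before, 14 were highest in DOX replicate 1, which is consistent with RNA from another tissue in that library. The exception was *Eno3*, at 135 in DOX replicate 1 and at most 201 elsewhere. A response to DOX was also tested. In all 3 other DOX libraries the sum of both marker lists (174 to 208) was above every control library (at most 170). DOX+IL-17A replicate 5 was above them too (225), but DOX+IL-17A replicates 2 and 3 (129 and 122) were below control replicates 3 and 5 (170 and 144). For the red blood cell markers alone, the other DOX libraries lay below control replicates 1 and 3 (14.4 and 7.18), against a response to DOX in these markers. For the muscle markers a smaller rise with DOX is not excluded. RNA from another tissue remains a hypothesis.

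The sum of liver markers was 0.268 in DOX replicate 4 and 0 in the other DOX libraries, which makes the gap 1.0 of the range. It came from 3 reads on the single listed marker of 8, at the smallest detectable value, and was 2.25 in DOX+IL-17A replicate 2. No explanation was tested for it.

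*Ehf*, which the paper does not discuss, was the only gene called for IL-17A alone against control. It is named because it was called, after its values were seen. Its expression was 4.64 ± 2.43 (SD, n = 3) in control and 24.2 ± 5.31 (SD, n = 3) with IL-17A, a log2 fold change of 2.22 (adjusted p = 0.049, limma). Over the alternatives its adjusted p-value ranged from 4.5e-07 to 0.99, and it was above 0.05 in 12 of the 13 fits that each left out a library. With DOX+IL-17A its log2 fold change was 1.90 relative to DOX (adjusted p = 0.0092). All 3 IL-17A libraries (20.9 to 30.3) were above all 3 control libraries (3.06 to 7.44), and all 3 DOX+IL-17A libraries (45.8 to 51.8) above all 4 DOX libraries (8.76 to 15.1). The number of genes called for IL-17A alone was matched or exceeded by 1 of the 4 splits that part as many same-numbered pairs, the real one included, and by 2 of all 10. With 4 splits this share cannot be under 0.05 whatever the data, and it counts called genes, so it decides nothing about *Ehf* itself.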

How the results depend on the processing

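No test in this part was chosen only after its result was seen, apart from the 3 alternatives named as added later. The 16 main results had 164 values under the alternatives, of which 128 kept their direction and side of the threshold or stayed within the limits set, 8 were weaker and 28 moved. The 55 other results had 420, of which 390 kept theirs, 27 were weaker, 2 stronger and 1 reversed. In the fits that each left out a library, 169 of 208 main values kept theirs, 14 were weaker and 25 moved, and of 715 others 646 kept theirs, 50 were weaker, 8 stronger and 11 reversed. Unless stated, the cause was not tested.

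With voom and limma, 0 genes were called for IL-17A against control (380 at an unadjusted p under 0.05 in the test reported above), and the log2 fold change of *Cd274* between DOX+IL-17A and IL-17A was 1.22, no longer past the threshold. With DESeq2, 93 genes were called between DOX+IL-17A and DOX, 13 for IL-17A and 18 for the difference between the effects of IL-17A. With library size only, 488 genes fell with DOX, 335 fell in both treatments and 0 were called for IL-17A. With all listed genes, 0 were called for IL-17A. All listed genes have reads in at least 2 libraries, so the planned filters on 1 count and on a value above 0 are this same setting. With a mean of at least 10 reads, 1 set of Fig. 7D and 7E passed.

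With a pseudocount of 0.1, 23 genes were called between DOX+IL-17A and DOX and 0 for IL-17A, the log2 fold change of *Cd274* between DOX+IL-17A and DOX was -1.86, no longer past the threshold, and the median of the interferon-stimulated genes for IL-17A against control turned from -0.0068 to 0.0096. With only the groups compared, 305 genes rose and 294 fell with DOX+IL-17A, 252 rose and 254 fell in both treatments, 87 were called between DOX+IL-17A and DOX and 0 for IL-17A, and *Cd274* between DOX+IL-17A and IL-17A stayed at 1.06 but was no longer past the threshold. With the replicate block, 413 genes rose and 328 fell in both treatments, 14 were called between DOX+IL-17A and DOX and 0 for IL-17A, and *Cd274* was at -1.66 against DOX and 1.06 against IL-17A, both no longer past the threshold. With the adjusted p alone, 1196 genes fell with DOX and 798 in both. Ranking by log2 fold change, camera and adjustment over all Reactome sets each left 1 set of Fig. 7D and 7E.

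Among the alternatives added after the data were seen, edgeR's quasi-likelihood test and voom with limma on all listed genes each called 0 genes for IL-17A. The latter gave 1.23 for *Cd274* between DOX+IL-17A and IL-17A, no longer past the threshold. Tukey's test gave log2 ratios of 2.11 for DOX+IL-17A against control and 1.31 against IL-17A, neither past it.

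Across the 13 fits that each left out a library, the genes called between DOX+IL-17A and DOX numbered from 1 to 88, those for IL-17A from 0 to 2 and those for the difference between the effects of IL-17A from 0 to 1. *Cd274* ranged from -1.87 to -1.60 against DOX and from 0.92 to 1.17 against IL-17A. *Il17rc* for IL-17A ranged from -0.60 to 0.19, the median of the S phase and G1/S genes between DOX+IL-17A and DOX from -0.0227 to 0.15, and that of the interferon-stimulated genes for IL-17A from -0.0261 to 0.0511. From 0 to 2 sets of Fig. 7D and 7E passed. Scores ranged from -0.72 to 1.08 for EPHB-mediated forward signaling, from -1.10 to 0.88 for chondroitin sulfate metabolism and from -1.38 to 0.77 for peptide hormone metabolism.

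In control cells 9 to 30 reads of *Cd274* were counted per library, which limits the precision of its value there.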

Differences from the paper's values

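Comparisons with the paper's values were made after both were known, and no test was chosen from them except where stated.

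The paper's count of genes up with DOX+IL-17A is 1327, against 856 here. Among the alternatives set before the data were examined, the counts within the limit were 941 with DESeq2, 1227 with library size only, 1154 with the adjusted p alone, 897 without control replicate 1 and 988 without control replicate 3. The other alternatives did not reach it. The paper's supplement gives a log2 fold change of 3.89 for *Cd274* with DOX, against 3.32 here. It was 3.88 with voom and limma, 3.95 with DESeq2 and 3.90 with a pseudocount of 0.1, and the other alternatives set before the data were examined did not close the gap. voom with limma on all listed genes was chosen after seeing the values. It gave log2 fold changes within 0.001 of the supplement's for 2842 of 2847 matched genes. With this setting 811 genes rose and 715 fell with DOX+IL-17A, so it does not reach the paper's 1327 either. For DOX it gave 1000 up and 724 down, where the supplement has 999 and 724 and the paper's text 890 and 794.

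The paper reports more genes changed under the combination than under DOX alone, while here 1888 were called with DOX and 1589 with DOX+IL-17A. Of the alternatives, only the fit without control replicate 1 reversed this order, with 958 up and 749 down with DOX and 897 up and 847 down with DOX+IL-17A. It states that *Cd274* did not differ between DOX+IL-17A and control, where the adjusted p here was 0.0043. Tukey's test, chosen after seeing the values, gave 0.39. It states the same for DOX+IL-17A against IL-17A, where the adjusted p here was 0.042. That value was above 0.05 with voom and limma, with only the groups compared and with the replicate block, in 10 of the 13 fits that each left out a library, and with voom on all listed genes and Tukey's test, both chosen after seeing the values.

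The paper describes lower BMP signaling with DOX regardless of IL-17A, where the adjusted p-values here were 0.062 and 0.11. With the replicate block (0.013) and with a mean of at least 10 reads (0.039) the set passed for DOX, as it did in 6 of the 13 fits that each left out a library. For DOX+IL-17A it passed only without control replicate 3 (-1.69, adjusted p = 0.038; the range over the alternatives that kept all libraries was 0.12 to 0.46). It describes lower IL-2 signaling with IL-17A, where the score here was 1.11. It describes lower interferon alpha/beta signaling, where the score of that set, with 12 of its 27 genes tested, was -1.66 with an adjusted p of 0.14. In the same direction, 45 of 45 interferon-stimulated genes were lower, 41 of them passing within the list, and the wider Reactome set for interferon signaling had a score of -2.90 (adjusted p = 3.5e-08). It describes higher expression of G1 to S genes with IL-17A. The sets it shows for this were not analysed here, and a list of 32 S phase and G1/S genes had a median log2 fold change of 0.04 in the direct comparison, with 0 passing an adjusted p of 0.05 within the list. Fig. 7D places FCERI mediated MAPK activation, Gastrin-CREB signaling, DARPP-32 events and G-protein mediated events on the side of DOX, where the scores here were 1.51, 1.72, 1.20 and 1.33 toward DOX+IL-17A. The text of the paper cites Fig. 7E for MAPK activation, and the caption gives that panel as down-regulated pathways. If these sets are down-regulated ones, the side of DOX means lower with DOX, the direction of these scores and of the paper's text. The FCERI set had scores of -1.34 with DOX and -0.72 with DOX+IL-17A relative to control, neither passing. Among the sets of this panel, EPHB-mediated forward signaling (0.87, on the side of DOX+IL-17A) would then be the one that differs. Which reading holds was not settled. The figure places tight junction interactions, chondroitin sulfate metabolism and peptide hormone metabolism on the side of DOX+IL-17A, where the scores here were -1.09, -0.90 and -1.24. Chondroitin sulfate metabolism was on that side without DOX replicate 1 (0.88) and peptide hormone metabolism without DOX+IL-17A replicate 5 (0.77).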

Other observations

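Tests chosen only after the result was seen were those of the deviation shared by control replicate 1 with other libraries, of the number of libraries under DOX, and of other splits for the difference between the effects of IL-17A on interferon-stimulated genes.

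Counts were compared with those from other splits of the same libraries that part as many same-numbered pairs, the real split included. The other splits part fewer or more of these pairs. For genes up and for genes down with DOX, 1 of 12 splits gave as many (1 of all 35), and for genes up and for genes down with DOX+IL-17A 1 of 4 (1 of all 10). For DOX+IL-17A against DOX, 1 of 12 gave as many genes (1 of all 35). The largest counts in any other split were 2 genes up and 1 down for DOX, 1 up and 1 down for DOX+IL-17A, and 10 for DOX+IL-17A against DOX. With 4 or 12 splits the share cannot be under 0.05 whatever the data, so the share itself decides nothing here. For genes up in both treatments and for genes down in both, 2 of 100 draws gave as many. The largest counts in another draw were 695 genes up and 517 down, above the real 641 and 506. For the sets of Fig. 7C changed alike it was 1 of 100, with at most 5 in another draw against the real 6. For the sets of Fig. 7D and 7E, 2 of 12 splits gave as many (5 of all 35). The IL-17A response genes had a median as large in 1 of 12 splits (4 of all 35). For genes with a difference between the effects of IL-17A, where 0 were called and 556 had an unadjusted p under 0.05, 96 of 96 splits gave as many, which a count of 0 makes certain.

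The interferon-stimulated genes and the class I MHC genes were lower with DOX+IL-17A than with DOX by a median as large in 1 of 12 splits each (1 of all 35). The largest median in any other split had a size of 1.42 for the former and 0.61 for the latter. The decrease of the interferon-stimulated genes relative to all genes was -1.53. It was -1.51 after trends on GC content and transcript length were removed and -1.59 with every library thinned to the smallest, so the trends as fitted and depth do not account for it. With scaling by library size only it was again -1.53, but a factor per library cannot move a measure relative to all genes, so this does not test the authors' scaling. Not taken relative to all genes, the median was -1.56 under both scalings. A lower interferon response with IL-17A in DOX-treated cells may be a biological effect. It remains a hypothesis, since no independent data were used. The share of the 12 splits could not have been under 0.05 and by itself neither excludes nor favors an arbitrary grouping, while the real split gave the largest median of all 35. The difference between the effects of IL-17A with and without DOX on these genes had a median of -1.52. It was below 0 for 45 of 45 genes, of which 35 passed an adjusted p of 0.05 within the list and 0 among all genes tested. For the class I MHC genes its median was -0.95, with 21 of 23 below 0, 3 passing within the list and 0 among all genes tested. A difference in the interferon-stimulated genes as large arose in 8 of 96 splits. Of these, 7 keep the real grouping of DOX and DOX+IL-17A, the real labels among them, and differ at most in the libraries without DOX, so the share could hardly have been under 0.05 and the test does not decide whether the effect of IL-17A depends on DOX.

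Control replicate 1 had Pearson correlations across genes of 0.890 and 0.912 with control replicates 3 and 5, which had 0.980 with each other. Genes are not independent replicates. Its deviation had a Spearman's rho across genes of 0.0866 with the GC content of the 3' end and 0.0456 with transcript length. Without small RNA genes its correlation with replicate 3 was 0.892, and replicate 3 thinned to its depth had 0.979 with replicate 5, so none of these accounts for it. Its deviation had its highest correlation, 0.468, with that of IL-17A replicate 5 and its lowest, -0.468, with that of IL-17A replicate 3, among the libraries of other conditions. Deviations within a condition sum to 0, so a positive value in a library brings negative ones in others. Of the IL-17A libraries, replicates 2 and 3 were closest to each other (r = 0.979 across genes), and replicate 5 was farther from both (0.953 and 0.963). A difference in handling shared by control replicate 1 and IL-17A replicate 5 may be a candidate explanation, and no biological explanation was tested. Neither the labels nor the paper names a batch. The split of control replicates 1 and 5 and IL-17A replicate 5 from control replicate 3 and IL-17A replicates 2 and 3 gave 622 genes, against 1 for the real labels. It keeps the same-numbered pairs 3 and 5 together.

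More genes were called with DOX, which has 4 libraries, than with DOX+IL-17A, which has 3. In 0 of the 4 fits that each left out a DOX library was the DOX count not above the DOX+IL-17A count. The counts were 1703 and 1454, 1572 and 1504, 1477 and 1464, and 1487 and 1433. The order was kept in these fits, but the counts came close without DOX replicate 2, 3 or 4. The fits therefore do not exclude that the extra library accounts for much of the excess. Without control replicate 1 the order was reversed (958 up and 749 down with DOX, 897 up and 847 down with DOX+IL-17A).

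IL-17A alone changed 1 gene at the thresholds, and 380 had an unadjusted p under 0.05. The 26 IL-17A response genes had a median log2 fold change of 0.57 with IL-17A alone (0.50 with the replicate block), with 19 higher and 6 lower, 6 passing an adjusted p of 0.05 within the list and 0 among all genes tested. The median ranged from 0.43 to 1.44 over the alternatives and from 0.45 to 0.76 with each library left out. The mean log2 value of the list was between 2.97 and 3.30 in the control libraries and between 3.51 and 4.27 in the IL-17A libraries. *Il17ra*, on chromosome 6 from 120463247 to 120487559, was at 45.2 ± 16.1 (SD, n = 3) in control and 33.3 ± 10.1 (SD, n = 3) with IL-17A (log2 fold change -0.42, adjusted p = 0.96, limma). *Il17rc*, on chromosome 6 from 113471427 to 113483140, was at 10.8 ± 1.65 and 10.7 ± 6.71 (-0.16, adjusted p = 0.98). Over 1059 Reactome sets, 4 were higher and 14 lower with DOX+IL-17A than with DOX. Interferon signaling had a score of -2.90 (adjusted p = 3.5e-08) and the citric acid cycle and respiratory electron transport 1.81 (adjusted p = 0.016). Eukaryotic translation termination had a score of -2.84 with DOX against control. The 53 replication-dependent histone genes had median log2 fold changes of -1.29 with DOX and -1.44 with DOX+IL-17A. Only polyadenylated transcripts were sequenced, so these values do not measure histone transcripts without a poly(A) tail. The 26 G2/M genes had medians of 0.36 with DOX and 0.21 with DOX+IL-17A, with 2 and 1 genes passing an adjusted p of 0.05 within the list, and of -0.06 between the treatments, with 0 passing. The mean log2 value of this list was 6.72 in control replicate 1, against 7.59 and 7.40 in control replicates 3 and 5. It lay between 7.48 and 7.67 with DOX and between 7.45 and 7.60 with DOX+IL-17A. The rise relative to control therefore rests largely on control replicate 1.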
